# Early involvement of cellular stress and inflammatory signals in the pathogenesis of tubulointerstitial kidney disease due to *UMOD* mutations

**DOI:** 10.1038/s41598-017-07804-6

**Published:** 2017-08-07

**Authors:** Matteo Trudu, Celine Schaeffer, Michela Riba, Masami Ikehata, Paola Brambilla, Piergiorgio Messa, Filippo Martinelli-Boneschi, Maria Pia Rastaldi, Luca Rampoldi

## Abstract

Autosomal dominant tubulointerstitial kidney disease (ADTKD) is an inherited disorder that causes progressive kidney damage and renal failure. Mutations in the *UMOD* gene, encoding uromodulin, lead to ADTKD-*UMOD* related. Uromodulin is a GPI-anchored protein exclusively produced by epithelial cells of the thick ascending limb of Henle’s loop. It is released in the tubular lumen after proteolytic cleavage and represents the most abundant protein in human urine in physiological condition. We previously generated and characterized a transgenic mouse model expressing mutant uromodulin (Tg^*Umod*C147W^) that recapitulates the main features of ATDKD-*UMOD*. While several studies clearly demonstrated that mutated uromodulin accumulates in endoplasmic reticulum, the mechanisms that lead to renal damage are not fully understood. In our work, we used kidney transcriptional profiling to identify early events of pathogenesis in the kidneys of Tg^*Umod*C147W^ mice. Our results demonstrate up-regulation of inflammation and fibrosis and down-regulation of lipid metabolism in young Tg^*Umod*C147W^ mice, before any functional or histological evidence of kidney damage. We also show that pro-inflammatory signals precede fibrosis onset and are already present in the first week after birth. Early induction of inflammation is likely relevant for ADTKD-*UMOD* pathogenesis and related pathways can be envisaged as possible novel targets for therapeutic intervention.

## Introduction

Tubulointerstitial kidney diseases occur with a diverse array of causes, including genetic disorders, and constitute an important cause of chronic kidney disease (CKD). Inherited renal tubulointerstitial disorders include autosomal dominant tubulointerstitial kidney disease (ADTKD), characterised by interstitial fibrosis with tubular atrophy and dilation, and thickening and lamellation of tubular basal membranes^1^. Five ADTKD genes have been identified so far: *UMOD* (16p12)^2^, *MUC1* (mucin 1, 1q21)^3^, *HNF1B* (HNF1beta, 17q12)^4^, *REN* (renin, 1q32)^5^ and *SEC 61A1* (Sec 61 translocon alpha 1 subunit, 3q21)^6^. ADTKD-*UMOD* patients reach end-stage renal disease between 20 and 70 years of age. Currently, no specific treatment can be offered other than renal replacement therapy. The *UMOD* gene encodes uromodulin, the most abundant protein in human urine in physiological condition. Uromodulin is a highly glycosylated protein that is exclusively produced by epithelial cells lining the thick ascending limb of Henle’s loop (TAL) and released in the tubular lumen after cleavage mediated by the serine protease hepsin^7^. To date, over 100 *UMOD* mutations have been described. ADTKD-*UMOD* (MIM 162000, 603860, 191845) is typically characterised by decreased fractional excretion of urate, causing hyperuricemia and often gout^8^. The biological function of uromodulin is still not fully understood. Studies in *Umod* knock-out mice showed that it has a protective role against urinary tract infections and calcium oxalate crystals damage^9, 10^. Uromodulin was shown to regulate ion transport in the TAL^11, 12^. It has been proposed to act as a kidney-specific damage associated molecular pattern that can activate interstitial dendritic cells when released in the interstitium^13, 14^. Also, uromodulin was shown to protect renal tubules from ischemia reperfusion injury^15^.

Several genome-wide association studies identified common variants in the *UMOD* gene promoter associated with increased risk of developing hypertension and CKD^16, 17^ by having an effect on *UMOD* expression and consequent urinary protein levels^12, 18^.

We and others demonstrated that *UMOD* mutations lead to defective trafficking to the plasma membrane and endoplasmic reticulum (ER) retention of mutant uromodulin^19, 20^. This is consistent with findings in patient renal biopsies, typically showing the presence of large intracellular aggregates of uromodulin in TAL epithelial cells and abnormal expansion of ER stacks^21^ and with reduced uromodulin levels in patient urines^22–24^. In our laboratory, we generated a transgenic mouse expressing C147W mutant uromodulin (Tg^*Umod*C147W^) (corresponding to patient mutation C148W)^25^. Tg^*Umod*C147W^ mice specifically show progressive signs of renal damage, i.e. tubulointerstitial fibrosis with inflammatory cell infiltration and tubule dilation, urinary concentrating defect and renal failure. These features are associated with early ER retention and aggregation of uromodulin. A similar phenotype was described in three additional mouse models, carrying different *Umod* missense mutations (A227T, C93F, C125R)^26–28^. Altogether, studies in mouse models clearly establish a main gain-of-function effect of uromodulin mutations, also supported by the fact that *Umod* knock-out mice do not develop histological features of ADTKD-*UMOD* ^29^. Since signs of renal failure and urine concentrating defect have been reported in mice lacking uromodulin^30^, we cannot exclude a partial loss-of-function component, possibly due to sequestration of wild type uromodulin in aggregates.

The cellular pathways leading to the clinical manifestations of the disease are currently unknown. To gain insight into ADTKD-*UMOD* pathophysiology, and in particular to study the early events that precede signs of renal disease, we carried out transcriptional profiling of kidneys from young, pre-symptomatic Tg^*Umod*C147W^ mice. Our results show early induction of inflammatory signals that precede fibrotic pathways and renal damage, and that likely play a key role in the disease onset.

## Results

### Transcriptional profiling of kidneys from Tg^*Umod*C147W^ and Tg^*Umod*wt^ mice

We previously showed that Tg^*Umod*C147W^ mice already display mild tubulointerstitial damage at 3 months of age, and that renal damage progresses into severe interstitial fibrosis, inflammatory cell infiltrate, tubular atrophy and renal failure by 6 months. Up to this time point Tg^*Umod*wt^ mice, i.e. transgenic mice for wild type uromodulin serving as an expression-matched control, were similar to control, non-transgenic mice^25^.

Aiming at identifying early events triggered by the expression of mutant uromodulin, we performed transcriptional profiling of kidneys from 1 month-old Tg^*Umod*C147W^ and Tg^*Umod*wt^ mice (males and females). At this age mutant uromodulin is already strongly accumulating in the ER of TAL cells in the kidneys of Tg^*Umod*C147W^ mice (Supplementary Figure 1), while no renal damage can be observed at the histological level, except for an increase in the number of tubular casts formation (Fig. 1 and Supplementary Figure 2). We also carried out transcriptional profile analysis on kidneys from female mice at a later time point (2 month-old), with the goal of identifying pathways related to the progression of the disease. 

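Whole-kidney RNA of 24 FVB mice was hybridised to Illumina MouseWG-6 v2.0 arrays, 1 array per mouse, with 4 Tg Umod*C147W and 4 Tg Umod*wt mice in each of the 3 age- and sex-matched comparisons. Both lines carry a *Umod* transgene, so that mutant uromodulin is set against wild type uromodulin and not against its absence. The authors read probe intensities and detection p-values in GenomeStudio and normalized the intensities by cubic spline. The values given here start from the non-normalized intensities, which were corrected for background with the detection p-values, quantile normalized with an offset of 16 and put on the log2 scale (neqc of limma). Probes with a detection p under 0.01 made up 35.3 to 36.4% of all probes (median 36%) in Tg Umod*wt males of 1 month and 38.4 to 39.6% (median 38.8%) in Tg Umod*C147W males. In females of 1 month they made up 35.9 to 36.8% (median 36.7%) in Tg Umod*wt and 37.3 to 38.3% (median 37.4%) in Tg Umod*C147W mice. In females of 2 months the shares were 35.8 to 37.6% (median 36.25%) and 36.6 to 37.6% (median 37.1%). The median intensity of an array before normalization lay between 114.6 and 176.6, and after it the median was 5.51 and the lowest value 4.58 on the log2 scale. *Xist*, the transcript that silences an X chromosome in female cells, was at background in 1 of the 16 female arrays, a Tg Umod*C147W female of 1 month (replicate 2). Its 4 *Xist* probes measured 4.80 to 5.19, within the 4.70 to 5.79 of the 8 male arrays, while the other 15 female arrays measured 9.00 to 12.74. This array was kept, and counts without it, an alternative chosen after seeing the data, stand beside the gene groups of females of 1 month. Each comparison was fitted on its 8 arrays with limma over the probes with a detection p under 0.01 in at least 1 of them, with Benjamini-Hochberg adjustment. A gene was counted once per direction if any of its probes passed, and its value is that of its probe with the highest mean signal. Counts of genes risen or fallen within a gene list or a pathway of Tables 3 and 4 use that brightest probe alone. Gene lists were tested against all other genes with camera, limma's competitive test, at its preset correlation between genes of 0.01. The 43 gene lists, the rule for the genes named and the comparisons were fixed before the data were examined. Some lists share many genes with the pathways of Tables 3 and 4, which the paper found on the same arrays, and are not independent of them. The number of arrays, 4 per group, limits the precision of every value.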

In kidneys from 1 month-old mice we obtained positive hybridisation signal for 19,026 (males) and 18,523 (females) probes, corresponding to 13,662 and 13,357 genes expressed in males and females respectively. 

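*Umod*, which encodes uromodulin, the main secreted protein of TAL cells, measured 15.76 ± 0.05 in Tg Umod*wt and 15.88 ± 0.03 in Tg Umod*C147W males of 1 month (mean ± SD of log2 values, n = 4 mice each). In females of 1 month it measured 15.82 ± 0.02 and 15.91 ± 0.02. The log2 fold changes were 0.12 in males (limma, adjusted p = 0.219) and 0.09 in females (adjusted p = 0.474). A dimmer *Umod* probe gave 0.27 in males (limma, adjusted p = 0.0337) and 0.28 in females (adjusted p = 0.0442), so that the call depends on the probe. Both probes lie close to the brightest value of the arrays, 16.02, and saturation was not tested, so that the size of a change in *Umod* stays open. Expressed probes covered 14 of 17 TAL genes and 20 of 20 proximal tubule genes with a named probe in males, and 14 and 19 in females. Of 12 T cell genes with a named probe, 2 were expressed in either sex, and no B cell gene of 7 was. The 19026 expressed probes of males stood for 10134 named genes and the 18523 of females for 9973. A further 3118 and 3019 expressed probes are unnamed here, because the probe IDs of the authors' deposited tables name no gene or not the same one.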

At 2 months of age 18,302 probes, corresponding to 13,187 genes, were expressed. 

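Kidneys of 2 month-old females measured 15.80 ± 0.12 for *Umod* in Tg Umod*wt and 15.92 ± 0.03 in Tg Umod*C147W mice, a log2 fold change of 0.11 (limma, adjusted p = 0.501, n = 4 mice each) in a signal close to the brightest of the arrays. Podocyte genes, markers of the glomerular filter, were expressed for 7 of 8 genes with a named probe, among them *Ptpro*, a phosphatase of podocyte membranes. The lists of TAL and proximal tubule genes had 14 and 19 expressed members, and the T cell list had 3. Expressed probes stood for 9856 named genes, with 2984 probes unnamed here.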

Multivariate analyses performed on expressed genes using hierarchical clustering and Principal Component Analysis (PCA) allowed the separation of Tg^*Umod*C147W^ sample groups from Tg^*Umod*wt^ ones (Fig. 2). This demonstrates that mutant uromodulin expression is inducing significant transcriptional changes in the kidney at a time point in which renal structure is still preserved. 

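In PCA over the 24 arrays, Tg Umod*C147W kidneys lay above age- and sex-matched Tg Umod*wt kidneys on the first component in all 3 comparisons, with no overlap between the groups. The mean score of the first component was -31.8 ± 1.8 (SD, n = 4) in Tg Umod*wt males and 27.6 ± 3.5 in Tg Umod*C147W males of 1 month. In females it was -8.4 ± 3.1 and 35.1 ± 8.3 at 1 month, and -20.4 ± 2.3 and -2.1 ± 3.4 at 2 months. The differences of 59.4, 43.6 and 18.3 each reached the smallest p that 4 arrays against 4 allow (exact two-sided permutation test, p = 0.0286). On the second component the mutant males lay above their controls by 21.1, and the mutant females of 1 month lay below theirs (difference -10), both without overlap. At 2 months the difference on the second component was 1.2 (exact permutation test, p = 0.657). These components held 32.1% and 23.4% of the variance over 19643 expressed probes, among them those of 10378 named genes, and 21.9% and 14.7% with probes scaled to unit variance. Clustering used the 150 probes with the greatest variance of the group means. The group labels thus chose the probes, so that clusters by group are partly built in and are not independent evidence. On such probes the 16 arrays of 1 month first parted into the Tg Umod*wt males and the rest. At 3 clusters they gave the Tg Umod*wt males, the Tg Umod*wt females and the Tg Umod*C147W mice of both sexes. At 4 clusters these groups were not complete, since 1 Tg Umod*C147W female stayed with the 4 Tg Umod*C147W males and 3 formed a cluster. Among the 16 female arrays, the first division set the Tg Umod*C147W mice of 1 month apart, and at 4 clusters the 4 groups were complete.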

Differential expression analysis was assessed in each of the 3 age- and sex-matched comparisons between Tg^*Umod*C147W^ and Tg^*Umod*wt^ mice, using a cut-off adjusted *P* value 0.05 and fold change 2. The number of genes up-regulated in 1 month-old Tg^*Umod*C147W^ mice were 92 and 68 while the down-regulated ones were 179 and 89 in males and females respectively. 

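In Tg Umod*C147W males of 1 month *Serpina6*, which encodes the corticosteroid-binding globulin of plasma, rose 39.8-fold, from 9.81 ± 0.31 to 15.12 ± 0.18 (mean ± SD of log2 values, n = 4; limma, adjusted p = 3.15e-09). *Ugt1a2*, a glucuronosyltransferase whose exons are partly shared with other *Ugt1a* isoforms, rose 20.2-fold, and *Hdc*, the histamine-forming enzyme, rose by 3.16 on the log2 scale. Among the deepest falls in males were those of *Acsm3*, a mitochondrial acyl-CoA synthetase (111-fold lower), and of the cytochrome P450 genes *Cyp2j13* (78.1-fold) and *Cyp4a12a* (log2 fold change -4.87). Each of these genes is on the fixed list of androgen-induced kidney genes. In Tg Umod*C147W females of 1 month, *Serpina10*, an inhibitor of coagulation proteases, rose 20.9-fold and *Serpina6* 14.7-fold, while *Sec14l3*, a lipid-transfer protein, was 35.6-fold lower. *Serpina3n*, an acute-phase protease inhibitor, rose by 2.67 and the chemokine *Ccl8* by 2.27, and *Slc13a4*, a sulfate transporter, fell with a log2 fold change of -3.46 (limma, adjusted p = 0.000291). At an adjusted p under 0.05 and a fold change over 2, 220 genes rose and 234 fell in males (298 and 367 probes). In females 155 rose and 121 fell (209 and 185 probes), and without the array lacking *Xist* 121 rose and 101 fell. In 37.6% of the genes of males and 23.6% of females the 4 mutant arrays lay wholly above or below the 4 controls, where chance gives 2.86%. In males the split was 307 genes up and 199 down with arrays scaled to a common median, where the median log2 fold change of the expressed probes was 0.11 in place of 0.02, 82 up and 152 down with the authors' normalized values, and 67 and 138 with no background correction. In females the authors' values gave 60 up and 77 down, and no background correction 57 and 73.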

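In 2 month-old females, macrophage transcripts were among the strongest rises in Tg Umod*C147W kidneys. *Lyz2*, the lysozyme of phagocytes, rose 5.68-fold, from 9.29 ± 0.28 in Tg Umod*wt to 11.80 ± 0.12 in Tg Umod*C147W mice (mean ± SD of log2 values, n = 4; limma, adjusted p = 3.08e-06), and *Ms4a7*, a membrane protein of macrophages, rose 5.64-fold. *Igf2*, a fetal growth factor, rose by 2.35 on the log2 scale, and *Ankrd1*, a stress-responsive nuclear protein, by 2.21. *Tpbg*, a membrane glycoprotein that inhibits Wnt signalling, fell most (log2 fold change -2.45, adjusted p = 4.61e-07, limma). Other deep falls were those of *Alas2*, the first enzyme of heme synthesis in red cell precursors (-2.09), *Hpd*, an enzyme of tyrosine breakdown (-1.69), and *Bdnf*, a neurotrophin (-1.48). *Hpd* had an adjusted p = 0.0227 (limma), in a range of 0.00533 to 0.0756 over the alternatives, and was not called with a trended and robust prior or with no filter on dim probes. At an adjusted p under 0.05 and a fold change over 2, 93 genes rose and 30 fell (151 and 42 probes, limma), with 29 and 13 under the authors' normalized values and 26 and 12 with no background correction. Regardless of fold change 582 rose and 403 fell, and 433 rose and 496 fell when arrays were scaled to a common median. In 16.1% of genes the 4 mutant arrays lay wholly above or below the controls, against 2.86% by chance. The counts regardless of fold change moved most with single arrays: 361 rose and 209 fell without mutant replicate 3, 380 and 216 without control replicate 2, and 242 and 248 fell without control replicate 3 and mutant replicate 4.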

In the 2 month-old Tg^*Umod*C147W^ mice we found 41 up-regulated and 15 down-regulated genes (Table 1). We validated results from the microarray analysis by real-time RT-qPCR, selecting genes that were differentially expressed (adjusted *P* < 0.05) in all comparisons. In particular, we chose transcripts highly (fold change >  ± 2; *Col1a1* and *Slc25a17*), moderately (fold change ~ ±1.5; *Ntn4* and *Slc13a3*) or only slightly (fold change ~ +1.1; *Panx1*) up- or down-regulated in Tg^*Umod*C147W^ mice. 

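*Col1a1*, the main collagen of scar tissue, rose in Tg Umod*C147W kidneys of all 3 comparisons, by 1.16 in males and 1.24 in females of 1 month and by 1.65 in females of 2 months on the log2 scale (limma, adjusted p = 0.000135, 0.000566 and 0.000206). *Slc25a17*, a carrier of cofactors across the peroxisomal membrane, was 2.37-, 2.72- and 3.11-fold lower in the same order (limma, adjusted p = 1.04e-05, 4.07e-05 and 3.44e-05). *Ntn4*, a netrin of basement membranes, rose by 0.73, 0.56 and 0.67 (limma, adjusted p = 0.000186, 0.0186 and 0.00499). *Panx1*, a membrane channel that releases ATP, rose by 0.34, 0.48 and 0.70 (limma, adjusted p = 0.0268, 0.012 and 0.0112). *Slc13a3*, a dicarboxylate transporter of the proximal tubule, had log2 fold changes of -0.25, -0.32 and -0.25 at its brightest probe, which did not pass the test (limma, adjusted p = 0.0826, 0.155 and 0.25). Of its other probes, 1 passed it at folds of 0.587, 0.578 and 0.675 (limma, adjusted p = 0.00021, 0.00404 and 0.0196) and 1 at 0.771, 0.748 and 0.694 (adjusted p = 0.0259, 0.0474 and 0.0158), as did the mean of its probes at 0.725, 0.702 and 0.732. The brightest probe passed in males without mutant replicate 3 (limma, adjusted p = 0.0126, in a range of 0.000821 to 0.205) and in females of 1 month without mutant replicate 4 (0.0314, in a range of 0.00421 to 0.349). *Ntn4* in females of 1 month lost its call without control replicate 1 (limma, adjusted p = 0.0557) or without mutant replicate 1 or 2 (0.0508 and 0.055), in a range from 0.0012 over the alternatives. A dimmer *Panx1* probe gave 0.33 in males (limma, adjusted p = 0.126). *Panx1* in males lost its call without control replicate 1 or 4 (limma, adjusted p = 0.0674 and 0.0826) or without mutant replicate 1, 2 or 4 (0.0691, 0.056 and 0.059), in a range from 0.00275.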

Differential expression was confirmed for all analysed genes (Table 2).

**Figure 1:**
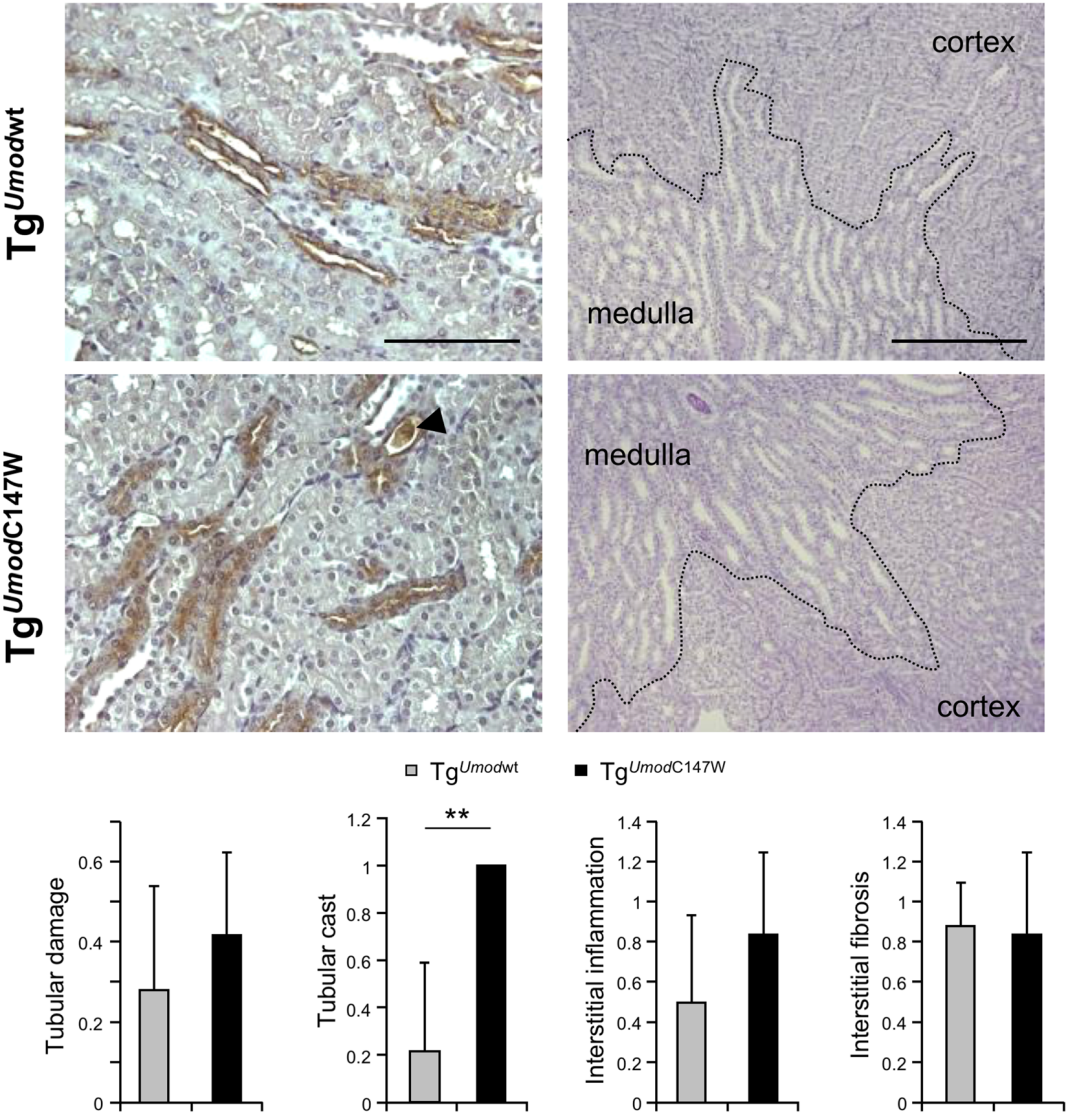
Representative images of kidneys from 1 month-old Tg^*Umod*C147W^ and Tg^*Umod*wt^ mice. Immunohistochemistry analysis for total uromodulin shows that the protein is mainly distributed at the apical membrane of TAL cells in Tg^*Umod*wt^ mice, while it is intracellularly enriched in Tg^*Umod*C147W^ mice (left panels, scale bar 100 µm). Representative images of kidney sections (right panels, PAS, scale bar 200 µm) and quantification of histological parameters (bottom) are shown. Data are expressed as mean ± s.d. (n = 9 Tg^*Umod*wt^ and 6 Tg^*Umod*C147W^). Tg^*Umod*C147W^ mice show a relatively well preserved kidney structure. Only tubular casts, mostly uromodulin-positive (left panel, arrowhead) resulted to be increased. **P < 0.01 (Mann-Whitney test).

**Figure 2:**
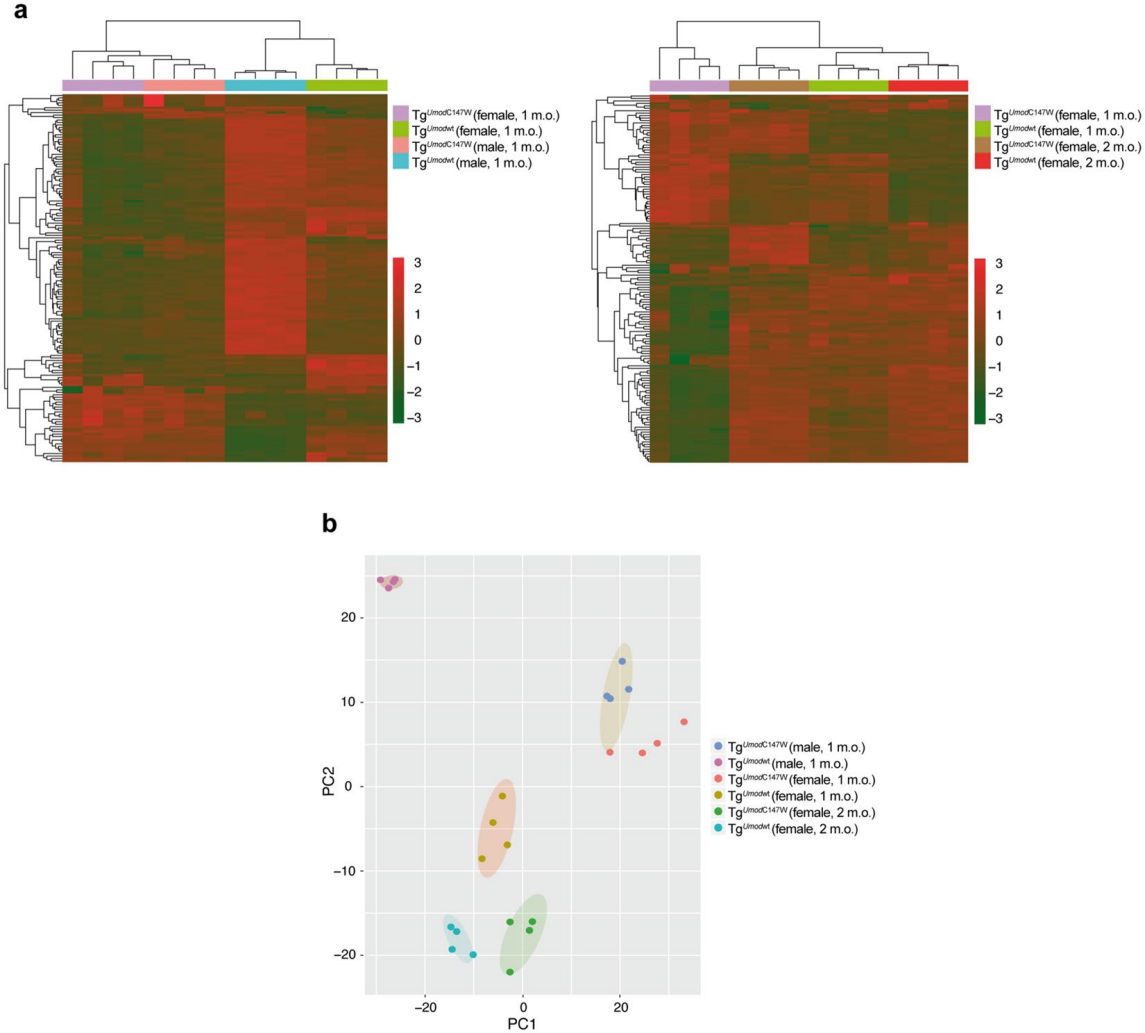
Multivariate Analysis and Principal Component Analysis (PCA) of experimental samples and groups. (**a**) The figure shows hierarchical clustering on the 150 genes showing the greatest inter-group variance among expressed genes in mice at 1 month of age (left panel) or in female mice only (right panel). (**b**) PCA based on the expression values of the 17,200 genes detected in the experimental samples (detection *P* value < 0.01 in at least one sample of an analysed series). A bi-dimensional visualization of the first two principal components is shown (PC1 accounted for 35.2% and PC2 for 25% of the variance among samples).

**Table 1:** Genes differentially expressed in kidneys of Tg^*Umod*C147W^ mice relative to age- and sex-matched Tg^*Umod*wt^ mice.

	Genes up-regulated in Tg^*Umod*C147W^	Genes down-regulated in Tg^*Umod*C147W^
**Males (1 m**.**o**.**)**	92	179
**Females (1 m**.**o**.**)**	68	89
**Females (2** **m**.**o**.**)**	41	15

Only genes showing fold change >2 and Benjamini Hochberg adjusted P < 0.05 were considered as differentially expressed.

**Table 2:** Fold change of kidney gene expression in Tg^*Umod*C147W^ mice relative to age- and sex-matched Tg^*Umod*wt^.

Gene	Males (1 m.o.)		Females (1 m.o.)		Females (2 m.o.)	
	RT-qPCR	Microarray	RT-qPCR	Microarray	RT-qPCR	Microarray
***Col1a1***	1.79**	2.09^§§§^	1.73**	2.20^§§§^	2.65***	2.53^§§§^
***Ntn4***	1.59**	1.48^§§§^	1.17	1.32^§§^	1.52*	1.46^§§^
***Panx1***	2.30**	1.16^§^	2.07***	1.22^§^	2.16***	1.39^§§§^
***Slc13a3***	0.48*	0.67^§§§^	0.56**	0.68^§§^	0.56*	0.71^§§^
***Slc25a17***	0.47***	0.53^§§§^	0.34***	0.46^§§§^	0.35*	0.41^§§§^

*P < 0.05; **P < 0.01; ***P < 0.001 (unpaired *t*-test).

^§^ *P* < 0.05; ^§§^ *P* < 0.01; ^§§§^ *P* < 0.001 (Benjamini Hochberg adjusted).

### Pathways related to inflammation, fibrosis and lipid metabolism are altered in the kidneys of 1 month old Tg^*Umod*C147W^

We carried out pathway analysis on transcriptional data from 1 month-old transgenic mice by combining results from GSEA (Gene Set Enrichment Analysis) (FDR or *q* value < 0.05) and DAVID functional annotation tools.

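Macrophage genes were higher in kidneys of 1 month-old Tg Umod*C147W mice of both sexes. Of 19 expressed genes of macrophages and monocytes, 14 rose in males (14 and 1 fallen adjusted over the list alone), with a median log2 fold change of 0.61 (camera, adjusted p = 0.000289, and adjusted p = 0.311 with an estimated correlation). In females 13 of 19 rose (13 and 1 fallen adjusted over the list alone), with a median of 0.97 (camera, adjusted p = 1.33e-08, and adjusted p = 0.217 with an estimated correlation), and 10 of 18 rose without the array lacking *Xist*. *Lyz1*, a second lysozyme gene, rose by 1.60 in males and 2.04 in females, and *Cd163*, a hemoglobin scavenger receptor of macrophages, by 1.13 and 1.50. Among chemokines and cytokines, 12 of 18 rose and 1 fell in males (13 and 1 adjusted over the list alone; camera, adjusted p = 0.00527, and adjusted p = 0.347 with an estimated correlation). In females 10 of 18 rose and 1 fell (14 and 1 adjusted over the list alone; camera, adjusted p = 2.02e-06, and adjusted p = 0.217 with an estimated correlation), and 9 rose without the array lacking *Xist*. *Ccl12*, which attracts monocytes, rose by 1.42 in males (limma, adjusted p = 0.00933) and 2.19 in females (adjusted p = 0.00109), and *Ccl9* by 1.43 and 1.57. *Ccl5* had log2 fold changes of 0.50 to 0.74 in males over 8 fits that each left out 1 array, all of which called it. In females it had 0.66 to 1.01, and 2 of 8 such fits called it (limma, adjusted p of up to 0.109). *Ccl19* signals, which only 1 deposited table names so, did not pass in females (limma, adjusted p = 0.182 and 0.0858). Complement and acute phase genes rose for 9 and fell for 2 of 16 in males, and rose for 7 and fell for 1 of 14 in females (10 and 2, and 7 and 3 adjusted over the list alone; 5 and 0 in females without the array lacking *Xist*), with a rise of the C1q subunit *C1qb* in females (1.11). Their test passed in males (camera, adjusted p = 0.0427, and adjusted p = 0.283 with an estimated correlation) and females (camera, adjusted p = 0.026, and adjusted p = 0.358 with an estimated correlation), but not in males without mutant replicate 3 (adjusted p = 0.104, in a range of 0.0143 to 0.283 over the alternatives). Genes of amino acid metabolism were lower, with 23 of 54 fallen and 4 risen in males (25 and 4 adjusted over the list alone; camera, adjusted p = 4.68e-06, and adjusted p = 0.0464 with an estimated correlation). In females 21 of 54 fell and 1 rose (31 and 1 adjusted over the list alone; camera, adjusted p = 1.26e-12, and adjusted p = 0.137 with an estimated correlation), and 17 fell without the array lacking *Xist*. *Cbs*, which starts the breakdown of homocysteine, fell in males and females (log2 fold changes -1.98 and -1.33), and *Ddc*, which forms dopamine and serotonin, fell by 1.44 in females.

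**Figure D1:**
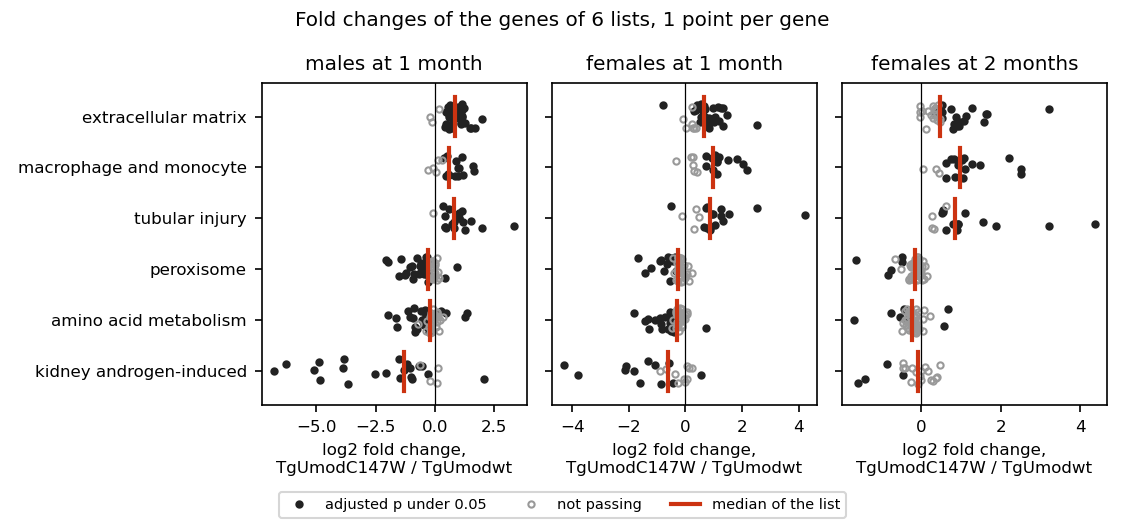
Log2 fold changes (x axis, Tg Umod*C147W over Tg Umod*wt, 4 mice against 4) of the measured genes of 6 fixed lists (y axis) in males of 1 month, females of 1 month and females of 2 months, 1 point per gene. Filled points passed the test at an adjusted p under 0.05, open points did not, and the red line is the list's median. The macrophage points lie mostly to the right of 0, with a median of 0.61 in males of 1 month, and the amino acid points mostly to the left of it.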

Clustering analysis with GSEA using Kyoto Encyclopedia of Genes and Genomes (KEGG) database shows up-regulation of pathways related to inflammation and fibrosis, and a decrease of fatty acid and amino-acid metabolism (Tables 3 and 4). 

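Extracellular matrix genes were raised in Tg Umod*C147W kidneys of 1 month in both sexes. In males 34 of 37 expressed matrix genes rose and the other 3 did not pass the test (34 rose and 1 fell adjusted over the list alone), with a median log2 fold change of 0.86 (camera, adjusted p = 1.13e-13, and adjusted p = 0.0645 with an estimated correlation). In females 29 of 37 rose and 1 fell (32 and 1 adjusted over the list alone), with a median of 0.66 (camera, adjusted p = 3.44e-15, and adjusted p = 0.217 with an estimated correlation), and 26 rose without the array lacking *Xist*. *Mgp*, a calcification inhibitor of the matrix, rose by 1.69 in males and 1.32 in females (limma, adjusted p = 5.94e-06 and 0.00085). *Tnc*, a glycoprotein of healing tissue, rose by 1.51 and 1.46, and *Eln*, the core of elastic fibres, by 1.31 in females. Peroxisomal genes were lower, with 26 of 49 fallen and 2 risen in males (26 and 2 adjusted over the list alone; camera, adjusted p = 5.82e-08, and adjusted p = 0.0164 with an estimated correlation). In females 14 of 48 fell (17 adjusted over the list alone; camera, adjusted p = 5.75e-09, and adjusted p = 0.137 with an estimated correlation), and 10 fell without the array lacking *Xist*. *Acot12*, an acyl-CoA thioesterase, had log2 fold changes of -2.08 and -1.67 in males and females, *Ehhadh*, an enzyme of peroxisomal beta-oxidation, of -1.20 and -1.20, and *Acox3* of -1.05 and -0.44 (limma, adjusted p = 0.000282 and 0.0049, and 0.0594 at a dimmer probe in females). Genes of mitochondrial fatty acid oxidation fell for 13 of 28 and rose for 4 in males (13 and 7 adjusted over the list alone; camera, adjusted p = 0.0116, and adjusted p = 0.0732 with an estimated correlation). In females 6 of 28 fell (7 adjusted over the list alone; camera, adjusted p = 0.00263, and adjusted p = 0.217 with an estimated correlation), with 5 fallen without the array lacking *Xist*. In males the genes of mitochondrial fatty acid oxidation had a median log2 fold change of only -0.06, and a mean of -0.42. *Acsm3* (-6.79), which is also on the list of androgen-induced kidney genes, counts toward that mean. Marker genes of the proximal tubule were lower along with these lists, with median log2 fold changes of -0.20 in males and -0.32 in females, where those of the peroxisomal genes were -0.28 and -0.25. *Acat1*, a thiolase of ketone metabolism, fell by 1.64 in males, and *Acsm2*, an acyl-CoA synthetase, had log2 fold changes of -1.75 in males and -0.77 in females. The 43 expressed genes of oxidative phosphorylation did not move as a group in males (camera, adjusted p = 0.946, 4 rose and 1 fell). In females their test gave an adjusted p = 0.11 (camera), and 8.19e-05 with arrays scaled to a common median, 0.0192 without control replicate 4 and 0.033 without mutant replicate 3, with 0.584 as the highest over the alternatives.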

Consistently, clustering of differentially expressed genes according to their cellular localization shows up-regulation of components of the extracellular matrix and down-regulation of peroxisomal and mitochondrial genes (data not shown). Very similar results were obtained performing analysis with DAVID (data not shown). 

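Smooth muscle and myofibroblast genes rose in 1 month-old Tg Umod*C147W mice, along with markers of injured tubules. *Acta2*, the actin of smooth muscle and myofibroblasts, rose 2.46-fold in males and 2.75-fold in females (limma, adjusted p = 2.88e-06 and 0.000286, n = 4 mice per group). *Vim*, the intermediate filament of mesenchymal cells, rose by 0.91 and 1.02 on the log2 scale, and *Col6a1*, a microfibrillar collagen, by 1.08 and 0.75 (limma, adjusted p = 6.34e-05 and 0.00359). *Inhba*, which forms activin A, rose by 1.10 and 1.64. *Tgfb1*, the central fibrogenic cytokine, rose by 0.41 in males (limma, adjusted p = 0.0201) and had a log2 fold change of 0.20 in females (adjusted p = 0.409). Of 21 expressed TGF-beta and myofibroblast genes, 16 rose in males and 12 of 21 in females (16 and 14 adjusted over the list alone), and 10 in females without the array lacking *Xist*. The list passed its test in males (camera, adjusted p = 2.44e-06, and adjusted p = 0.115 with an estimated correlation) and in females (camera, adjusted p = 3.67e-08, and adjusted p = 0.217 with an estimated correlation). Tubular injury genes rose for 18 of 19 in males (18 adjusted over the list alone; camera, adjusted p = 2.16e-07, and adjusted p = 0.117 with an estimated correlation). In females 15 of 20 rose and 1 fell (16 and 1 adjusted over the list alone; camera, adjusted p = 3.25e-10, and adjusted p = 0.217 with an estimated correlation), and 15 rose without the array lacking *Xist*. *Timp1*, an inhibitor of matrix proteases, rose 3.98-fold in males and 5.72-fold in females, and *Krt19*, a keratin of simple epithelia, by 1.54 and 1.34. *Tgfb1* in males lost its call without control replicate 1 (limma, adjusted p = 0.0599) and in one fit over all 24 arrays (0.0625), in a range from 0.00354.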

Identification of fibrosis and inflammation as the most represented signatures in 1 month-old Tg^*Umod*C147W^ mice is interesting, as no clear signs of renal fibrosis or inflammation were detected at the histological level in these mice (Fig. 1). In order to confirm up-regulation of inflammatory pathways we assessed by RT-qPCR the expression of chemokines (i.e. *Ccl5*, *Ccl12* and *Ccl19*) that are up-regulated at later time points in Tg^*Umod*C147W^ mice (Supplementary Figure 3). Interestingly, transcripts of these chemokines are indeed already increased in the kidneys of mutant mice at 1 month of age (Fig. 3). Also, we confirmed by RT-qPCR the increased expression of genes involved in fibrosis (i.e. *Tgfb1*, *Vim*, *Col6a1* and *Acta2*) and the reduced expression of genes belonging to lipid metabolism pathways (i.e. *Acox3*, *Ehhadh* and *Cyp4b1*) (Fig. 3).

**Table 3:** List of the top 10 KEGG pathways up- or down-regulated in 1 month-old female Tg^*Umod*C147W^ mice relative to age- and sex-matched Tg^*Umod*wt^.

Up-regulated pathway	FDR	Number of genes	Contributing genes
ECM RECEPTOR INTERACTION	0	31/55 (84)	*Itgb1*, *Sdc3*, *Col1a2*, *Sdc1*, *Itga3*, *Lama5*, *Tnxb*, *Lamb2*, *Sv2a*, *Vwf*, *Sdc2*, *Lamc1*, *Itga11*, *Agrn*, *Lama2*, *Tnn*, *Col4a1*, *Hspg2*, *Col6a2*, *Thbs2*, *Col4a2*, *Col6a1*, *Fn1*, *Itgb4*, *Lamc2*, *Col6a3*, *Cd44*, *Col5a1*, *Col3a1*, *Tnc*, *Col1a1*
FOCAL ADHESION	0	51/133 (201)	*Pdgfa*, *Pdgfrb*, *Met*, *Itgb1*, *Pik3r3*, *Col1a2*, *Itga3*, *Lama5*, *Tln2*, *Birc2*, *Ppp1ca*, *Tnxb*, *Lamb2*, *Pdgfb*, *Vwf*, *Ptk2*, *Vegfc*, *Ilk*, *Cav2*, *Ppp1cb*, *Akt3*, *Shc1*, *Actn4*, *Lamc1*, *Itga11*, *Cav1*, *Figf*, *Lama2*, *Tnn*, *Col4a1*, *Actb*, *Vcl*, *Col6a2*, *Capn2*, *Thbs2*, *Col4a2*, *Col6a1*, *Mylk*, *Pdgfra*, *Fn1*, *Itgb4*, *Flnc*, *Lamc2*, *Flna*, *Col6a3*, *Col5a1*, *Actn1*, *Col3a1*, *Myl9*, *Tnc*, *Col1a1*
DNA REPLICATION	0	17/29 (36)	*Pola2*, *Rfc1*, *Rfc4*, *Pold2*, *Rfc3*, *Rfc5*, *Rpa1*, *Pold1*, *Rpa2*, *Mcm7*, *Fen1*, *Pole*, *Lig1*, *Mcm2*, *Mcm4*, *Mcm6*, *Mcm5*
REGULATION OF ACTIN CYTOSKELETON	0.001	60/133 (216)	*Actn2*, *Was*, *Fgfr2*, *Arhgef1*, *Nckap1*, *Arpc2*, *Rac1*, *Vav3*, *Rac2*, *Mapk1*, *Rock2*, *Fgfr1*, *Itga1*, *Arpc1a*, *Pfn2*, *Rac3*, *Abi2*, *Arpc5*, *Tmsb4x*, *Pdgfa*, *Pdgfrb*, *Limk1*, *Itgb1*, *Pik3r3*, *Pip5k1a*, *Pip4k2a*, *Itga3*, *Nras*, *Myh10*, *Ppp1ca*, *Wasf2*, *Pdgfb*, *Mras*, *Ptk2*, *Limk2*, *Pfn1*, *Tiam1*, *Ppp1cb*, *Fgf10*, *Actn4*, *Arhgef4*, *Itga11*, *Iqgap1*, *Rras*, *Nckap1l*, *Myh9*, *Arpc1b*, *Msn*, *Actb*, *Vcl*, *Scin*, *Gsn*, *Mylk*, *Pdgfra*, *Fn1*, *Itgb4*, *Actn1*, *Myl9*, *Cd14*, *F2r*
LEUKOCYTETRANSENDOTHELIAL MIGRATION	0.001	38/72 (118)	*Cldn23*, *Esam*, *Actn2*, *Ctnnb1*, *Mapk12*, *Rac1*, *Mapk11*, *Vav3*, *Rac2*, *Rock2*, *Cldn15*, *Cdh5*, *Gnai2*, *Mmp9*, *Ptpn11*, *Itgb1*, *Cldn7*, *Pik3r3*, *Pecam1*, *Cldn6*, *Ptk2*, *Ctnna1*, *Actn4*, *Ncf4*, *Mapk13*, *Msn*, *Actb*, *Vcl*, *Cldn19*, *Icam1*, *Cldn4*, *Cldn16*, *Cxcl12*, *Thy1*, *Mmp2*, *Actn1*, *Vcam1*, *Myl9*
GAP JUNCTION	0.001	19/36 (90)	*Adcy2*, *Tjp1*, *Mapk1*, *Adcy4*, *Plcb3*, *Gnai2*, *Gnas*, *Pdgfa*, *Pdgfrb*, *Csnk1d*, *Nras*, *Adcy1*, *Pdgfb*, *Prkx*, *Prkg1*, *Gja1*, *Tubb6*, *Gucy1a3*, *Itpr3*, *Htr2b*, *Tuba1b*, *Pdgfra*, *Tuba1a*, *Tubb2b*
PATHOGENIC ESCHERICHIA COLI INFECTION	0.001	19/36 (59)	*Was*, *Ctnnb1*, *Ncl*, *Arpc2*, *Rock2*, *Arpc1a*, *Cdh1*, *Tlr4*, *Arpc5*, *Itgb1*, *Hcls1*, *Arpc1b*, *Actb*, *Tubb6*, *Tuba1b*, *Tuba1a*, *Krt18*, *Cd14*, *Tubb2b*
CYTOKINE CYTOKINE RECEPTOR INTERACTION	0.002	28/81 (267)	*Cx3cr1*, *Pdgfa*, *Pdgfrb*, *Met*, *Il11*, *Tgfb3*, *Ifngr1*, *Pdgfb*, *Tnfrsf1a*, *Vegfc*, *Tgfbr2*, *Ccl7*, *Ccl4*, *Ccl19*, *Bmpr1b*, *Figf*, *Ccl5*, *Cxcl14*, *Il28ra*, *Tnfsf13b*, *Tnfrsf21*, *Cxcl1*, *Pdgfra*, *Cxcl12*, *Tnfrsf12a*, *Cx3cl1*, *Inhba*, *Osmr*
RIBOSOME	0.002	47/55 (88)	*Uba52*, *Rpl4*, *Rpl34*, *Rpl22*, *Rpl26*, *Rps29*, *Rpl19*, *Rpl18a*, *Rps27a*, *Rpl35*, *Rps10*, *Rps3a*, *Rps15*, *Rpl32*, *Rpl28*, *Rpl7a*, *Rps24*, *Rpl37*, *Rps19*, *Rps2*, *Rps21*, *Rpl9*, *Rpl13a*, *Rps7*, *Rpl27a*, *Rpl27*, *Rps5*, *Rpl10a*, *Rps15a*, *Rpl36al*, *Rpl24*, *Rplp0*, *Rpl30*, *Rps12*, *Rps13*, *Rps8*, *Rpl39*, *Rpl3*, *Rpl18*, *Rpl12*, *Rps9*, *Rps16*, *Rplp2*, *Rps3*, *Rpl36a*, *Rpl22l1*, *Rpl31*
CELL CYCLE	0.010	48/80 (128)	*Zbtb17*, *Cdkn1c*, *Anapc2*, *Mdm2*, *Cul1*, *Ccnd3*, *Ywhaz*, *Smad2*, *Cdc16*, *Stag1*, *Ywhag*, *Tgfb1*, *E2f3*, *Ywhab*, *Cdkn2d*, *Hdac2*, *Smc3*, *Smc1a*, *Gadd45g*, *Fzr1*, *Rbl1*, *Mad2l2*, *Anapc5*, *Ywhae*, *Skp2*, *Gadd45b*, *Tgfb3*, *E2f2*, *Smad3*, *Cdk4*, *Cdk2*, *Tfdp1*, *Dbf4*, *Plk1*, *Cdc20*, *Ccnb1*, *Mad2l1*, *Ywhah*, *Mcm7*, *Bub1b*, *Cdc6*, *Mcm2*, *Cdkn2b*, *Cdc7*, *Mcm4*, *E2f1*, *Mcm6*, *Mcm5*
**Down-regulated pathway**	**FDR**	**Number of genes**	**Contributing genes**
GLYCINE SERINE AND THREONINE METABOLISM	0	15/23 (31)	*Shmt1*, *Amt*, *Gatm*, *Gamt*, *Srr*, *Psat1*, *Shmt2*, *Gldc*, *Glyctk*, *Pipox*, *Agxt2*, *Sardh*, *Gnmt*, *Dmgdh*, *Cbs*
PEROXISOME	0	31/61 (78)	*Gnpat*, *Mlycd*, *Pex26*, *Nudt19*, *Pex11a*, *Mpv17*, *Acsl1*, *Dhrs4*, *Pex7*, *Pex3*, *Acot8*, *Pxmp2*, *Pex5*, *Pex6*, *Scp2*, *Pxmp4*, *Gstk1*, *Hmgcl*, *Acox3*, *Sod1*, *Cat*, *Ddo*, *Prdx5*, *Abcd4*, *Pipox*, *Pex1*, *Pecr*, *Ephx2*, *Hacl1*, *Ehhadh*, *Slc25a17*
BUTANOATE METABOLISM	0	17/21 (34)	*Aldh3a2*, *Bdh2*, *Acsm5*, *Hmgcs2*, *Aldh2*, *Oxct1*, *Aldh1b1*, *Acads*, *Acat1*, *Hmgcl*, *L2hgdh*, *Aldh5a1*, *Abat*, *Bdh1*, *Ehhadh*, *Aacs*, *Acsm3*
VALINE LEUCINE AND ISOLEUCINE DEGRADATION	0	19/33 (44)	*Hsd17b10*, *Aldh6a1*, *Aldh3a2*, *Mccc2*, *Bcat1*, *Hmgcs2*, *Pccb*, *Aldh2*, *Mccc1*, *Oxct1*, *Aldh1b1*, *Acads*, *Acat1*, *Hmgcl*, *Abat*, *Ivd*, *Bckdha*, *Acadm*, *Ehhadh*
PYRUVATE METABOLISM	0.006	11/25 (40)	*Aldh2*, *Hagh*, *Grhpr*, *Aldh1b1*, *Mdh1*, *Acat1*, *Acss2*, *Pck1*, *Pklr*, *Acot12*, *Ldhd*
TYROSINE METABOLISM	0.010	8/18 (42)	*Aldh3b1*, *Fah*, *Hgd*, *Hemk1*, *Nat6*, *Comt*, *Hpd*, *Ddc*
PROPANOATE METABOLISM	0.011	13/20 (33)	*Ehhadh*, *Acadm*, *Abat*, *Acss2*, *Acat1*, *Aldh1b1*, *Suclg2*, *Aldh2*, *Suclg1*, *Pccb*, *Mlycd*, *Aldh3a2*, *Aldh6a1*
PPAR SIGNALING PATHWAY	0.018	23/41 (69)	*Apoc3*, *Ehhadh*, *Lpl*, *Cyp27a1*, *Aqp7*, *Ppard*, *Acadm*, *Nr1h3*, *Acox3*, *Pck1*, *Ppara*, *Fads2*, *Scp2*, *Rxra*, *Slc27a1*, *Acsl1*, *Acadl*, *Hmgcs2*, *Adipoq*, *Pdpk1*, *Cpt2*, *Rxrb*, *Dbi*
DRUG METABOLISM CYTOCHROME P450	0.020	15/29 (72)	*Cyp2e1*, *Fmo4*, *Fmo1*, *Gstk1*, *Gsta3*, *Gstm1*, *Gstt1*, *Gsto2*, *Gstm5*, *Aldh3b1*, *Gstt2*, *Gstp1*, *Mgst3*, *Gsta2*, *Fmo5*
SELENOAMINO ACID METABOLISM	0.038	5/20 (26)	*Cbs*, *Ahcy*, *Hemk1*, *Scly*, *Papss2*

FDR, False Discovery Rate. Number of genes, A/B (C): A, number of genes contributing to pathway enrichment; B, number of genes from the KEGG pathway expressed in analysed experimental groups; C, total number of genes listed in the KEGG pathway.

**Table 4:** List of the top 10 KEGG pathways up- and down-regulated in 1 month-old male Tg^*Umod*C147W^ mice relative to age- and sex-matched Tg^*Umod*wt^.

Up-regulated pathway	FDR	Number of genes	Contributing genes
FOCAL ADHESION	0	58/138 (201)	*Pik3r1*, *Ptk2*, *Prkca*, *Crk*, *Col1a2*, *Ppp1r12a*, *Itga11*, *Zyx*, *Ilk*, *Tnxb*, *Igf1*, *Vwf*, *Itga10*, *Itga3*, *Vav3*, *Itga9*, *Egf*, *Itga5*, *Vcl*, *Flnc*, *Akt3*, *Shc1*, *Capn2*, *Actn4*, *Itgb6*, *Vegfc*, *Tnn*, *Jun*, *Col4a2*, *Pdgfrb*, *Actb*, *Ccnd2*, *Col4a1*, *Pdgfb*, *Lamb2*, *Thbs1*, *Lamc1*, *Flna*, *Itgb4*, *Cav1*, *Lamc2*, *Mylk*, *Figf*, *Actn1*, *Pik3r3*, *Lama2*, *Thbs2*, *Spp1*, *Col3a1*, *Col6a3*, *Col6a2*, *Col6a1*, *Pdgfra*, *Col5a1*, *Fn1*, *Col1a1*, *Tnc*, *Myl9*
ECM RECEPTOR INTERACTION	0	34/57 (84)	*Vtn*, *Col1a2*, *Cd47*, *Itga11*, *Sv2a*, *Tnxb*, *Vwf*, *Itga10*, *Itga3*, *Itga9*, *Agrn*, *Itga5*, *Itgb6*, *Tnn*, *Col4a2*, *Cd44*, *Col4a1*, *Lamb2*, *Thbs1*, *Hspg2*, *Lamc1*, *Itgb4*, *Lamc2*, *Lama2*, *Thbs2*, *Spp1*, *Col3a1*, *Col6a3*, *Col6a2*, *Col6a1*, *Col5a1*, *Fn1*, *Col1a1*, *Tnc*
RIBOSOME	0.001	37/52 (88)	*Rpl39*, *Rpl23*, *Rps19*, *Rpl36a*, *Rps21*, *Rpl9*, *Rpl3*, *Rpl27a*, *Rpl19*, *Rps11*, *Rpl32*, *Rplp2*, *Rps5*, *Rps2*, *Rps10*, *Rpl38*, *Rpl7a*, *Rpl22*, *Rpl28*, *Rpl35*, *Rps15a*, *Rpl30*, *Rpl37*, *Rps12*, *Rps15*, *Rps8*, *Rpl18*, *Rpl18a*, *Rpl34*, *Rpl26*, *Rps6*, *Rps26*, *Rps24*, *Rps9*, *Rpl31*, *Rps3*, *Rps16*
DILATED CARDIOMYOPATHY	0.001	22/48 (92)	*Prkx*, *Tgfb3*, *Itga11*, *Tgfb1*, *Igf1*, *Itga10*, *Itga3*, *Itga9*, *Gnas*, *Atp2a2*, *Itga5*, *Itgb6*, *Actb*, *Adcy4*, *Cacnb3*, *Adcy6*, *Itgb4*, *Slc8a1*, *Tpm2*, *Tpm4*, *Lama2*, *Tpm1*
GAP JUNCTION	0.002	23/51 (90)	*Prkca*, *Nras*, *Prkx*, *Csnk1d*, *Gja1*, *Gnai2*, *Tuba1b*, *Itpr2*, *Egf*, *Gnas*, *Gucy1b3*, *Prkg1*, *Pdgfrb*, *Tubb6*, *Adcy4*, *Pdgfb*, *Adcy6*, *Itpr3*, *Htr2b*, *Gucy1a3*, *Tuba1a*, *Pdgfra*, *Tubb2b*
LEUKOCYTE TRANSENDOTHELIAL MIGRATION	0.002	31/73 (118)	*Ptpn11*, *Mapk12*, *Ctnna1*, *Pik3r1*, *Ptk2*, *Prkca*, *Icam1*, *Cxcl12*, *Rassf5*, *Cxcr4*, *Cldn15*, *Pecam1*, *Gnai2*, *Vav3*, *Plcg2*, *Msn*, *Esam*, *Vcl*, *Cdh5*, *Actn4*, *Actb*, *Cldn19*, *Thy1*, *Actn1*, *Pik3r3*, *Cldn16*, *Cldn4*, *Vcam1*, *Cldn10*, *Mmp2*, *Myl9*
ARRHYTHMOGENIC RIGHT VENTRICULAR CARDIOMYOPATHY ARVC	0.009	24/40 (76)	*Itgb1*, *Dag1*, *Emd*, *Itgb5*, *Cacna2d1*, *Jup*, *Ctnna1*, *Itga11*, *Gja1*, *Itga10*, *Itga3*, *Itga9*, *Atp2a2*, *Itga5*, *Actn4*, *Itgb6*, *Dsp*, *Actb*, *Cacnb3*, *Itgb4*, *Slc8a1*, *Actn1*, *Lama2*, *Dsg2*
HYPERTROPHIC CARDIOMYOPATHY HCM	0.015	18/45 (85)	*Tgfb3*, *Itga11*, *Tgfb1*, *Igf1*, *Itga10*, *Itga3*, *Itga9*, *Atp2a2*, *Itga5*, *Itgb6*, *Actb*, *Cacnb3*, *Itgb4*, *Slc8a1*, *Tpm2*, *Tpm4*, *Lama2*, *Tpm1*
VASCULAR SMOOTH MUSCLE CONTRACTION	0.019	24/63 (115)	*Pla2g12a*, *Prkca*, *Ppp1r12a*, *Prkx*, *Pla2g4b*, *Itpr2*, *Gnas*, *Gucy1b3*, *Mrvi1*, *Myh11*, *Actg2*, *Ramp2*, *Prkg1*, *Ednra*, *Myl6*, *Adcy4*, *Adcy6*, *Itpr3*, *Mylk*, *Avpr1a*, *Adora2b*, *Gucy1a3*, *Myl9*, *Acta2*
CARDIAC MUSCLE CONTRACTION	0.019	20/35 (80)	*Cox6c*, *Cox6b1*, *Cox7b*, *Slc9a1*, *Tpm3*, *Atp1a2*, *Cacna2d1*, *Atp1b3*, *Cox7a2l*, *Cyc1*, *Cox7a1*, *Atp2a2*, *Cox6b2*, *Cacnb3*, *Atp1b2*, *Slc8a1*, *Tpm2*, *Fxyd2*, *Tpm4*, *Tpm1*
**Down-regulated pathway**	**FDR**	**Number of genes**	**Contributing genes**
PEROXISOME	0.001	36/63 (78)	*Nudt19*, *Ephx2*, *Pecr*, *Ehhadh*, *Slc25a17*, *Acox3*, *Pipox*, *Nudt12*, *Far1*, *Agps*, *Cat*, *Acox1*, *Mlycd*, *Prdx5*, *Ddo*, *Abcd3*, *Amacr*, *Scp2*, *Dhrs4*, *Gnpat*, *Pxmp4*, *Slc27a2*, *Sod1*, *Pex3*, *Pex16*, *Gstk1*, *Pex2*, *Pex7*, *Abcd4*, *Pex14*, *Hmgcl*, *Crat*, *Pex11a*, *Prdx1*, *Mpv17*, *Sod2*
BUTANOATE METABOLISM	0.001	11/21 (34)	*Acsm3*, *Aacs*, *Acat1*, *Ehhadh*, *Bdh1*, *Aldh3a2*, *Acsm5*, *Aldh5a1*, *L2hgdh*, *Acads*, *Abat*
PROPANOATE METABOLISM	0.015	8/19 (33)	*Acat1*, *Ehhadh*, *Mlycd*, *Aldh3a2*, *Suclg2*, *Abat*, *Acss2*, *Aldh6a1*
PYRUVATE METABOLISM	0.019	10/26 (40)	*Ldhd*, *Acot12*, *Acat1*, *Pck1*, *Aldh3a2*, *Acss2*, *Mdh1*, *Grhpr*, *Pklr*, *Dld*
GLYCINE SERINE AND THREONINE METABOLISM	0.019	11/24 (31)	*Cbs*, *Pipox*, *Shmt2*, *Gnmt*, *Sardh*, *Srr*, *Chdh*, *Dmgdh*, *Glyctk*, *Agxt2*, *Gamt*
CYSTEINE AND METHIONINE METABOLISM	0.020	8/19 (34)	*Cbs*, *Ahcy*, *Mat2a*, *Mpst*, *Ahcyl1*, *Mtr*, *Trdmt1*, *Mat2b*
SELENOAMINO_ACID_METABOLISM	0.020	9/21 (26)	*Cbs*, *Ahcy*, *Ggt1*, *Mat2a*, *Ahcyl1*, *Papss1*, *Mat2b*, *Mars2*, *Sephs2*
TRYPTOPHAN METABOLISM	0.065	9/23 (40)	*Inmt*, *Acat1*, *Haao*, *Ehhadh*, *Afmid*, *Cat*, *Aldh3a2*, *Gcdh*, *Kmo*
LYSINE DEGRADATION	0.069	8/34 (64)	*Acat1*, *Aass*, *Ehhadh*, *Pipox*, *Plod2*, *Aldh3a2*, *Plod3*, *Gcdh*
SYSTEMIC LUPUS ERYTHEMATOSUS	0.071	19/56 (140)	*C8a*, *C8g*, *Hist1h4h*, *Hist1h4i*, *Hist1h4a*, *Hist1h4f*, *Hist1h4j*, *Hist1h2be*, *Hist1h2bn*, *Hist1h2bk*, *Hist1h4k*, *Hist1h2bj*, *Hist1h2bm*, *Hist1h2bc*, *Hist1h2bh*, *Fcgr2b*, *Hist1h2bf*, *C4b*, *C4a*

FDR, False Discovery Rate. Number of genes, A/B (C): A, number of genes contributing to pathway enrichment; B, number of genes from the KEGG pathway expressed in analysed experimental groups; C, total number of genes listed in the KEGG pathway.

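Genes that Tables 3 and 4 list for focal adhesion and for ECM receptor interaction, the contacts between cells and matrix, were raised in Tg Umod*C147W males for 46 of 50 and 26 of 29 measured genes at an adjusted p under 0.05 (limma). In females of 1 month 35 of 46 and 24 of 29 of them rose. Gap junction genes, which couple neighbouring cells, rose for 21 of 23 in males, and genes of leukocyte transendothelial migration for 22 of 29. The ribosome genes of the tables rose for 17 of 27 in males and for 1 of 37 in females. DNA replication genes rose for 12 of 16 and genes of cytokine receptors and their ligands for 16 of 27 in females. Among the lowered pathways, peroxisome genes fell for 26 of 33 in males and 11 of 27 in females, and genes of glycine, serine and threonine metabolism for 9 of 11 and 12 of 15. Butanoate metabolism fell for 10 of 10 and tryptophan metabolism for 8 of 9 genes in males. PPAR signalling genes, which follow the fatty acid sensors of that name, fell for 11 of 21 in females. These lists were chosen by the paper on the same arrays, so that their direction is not independent evidence.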

**Figure 3:**
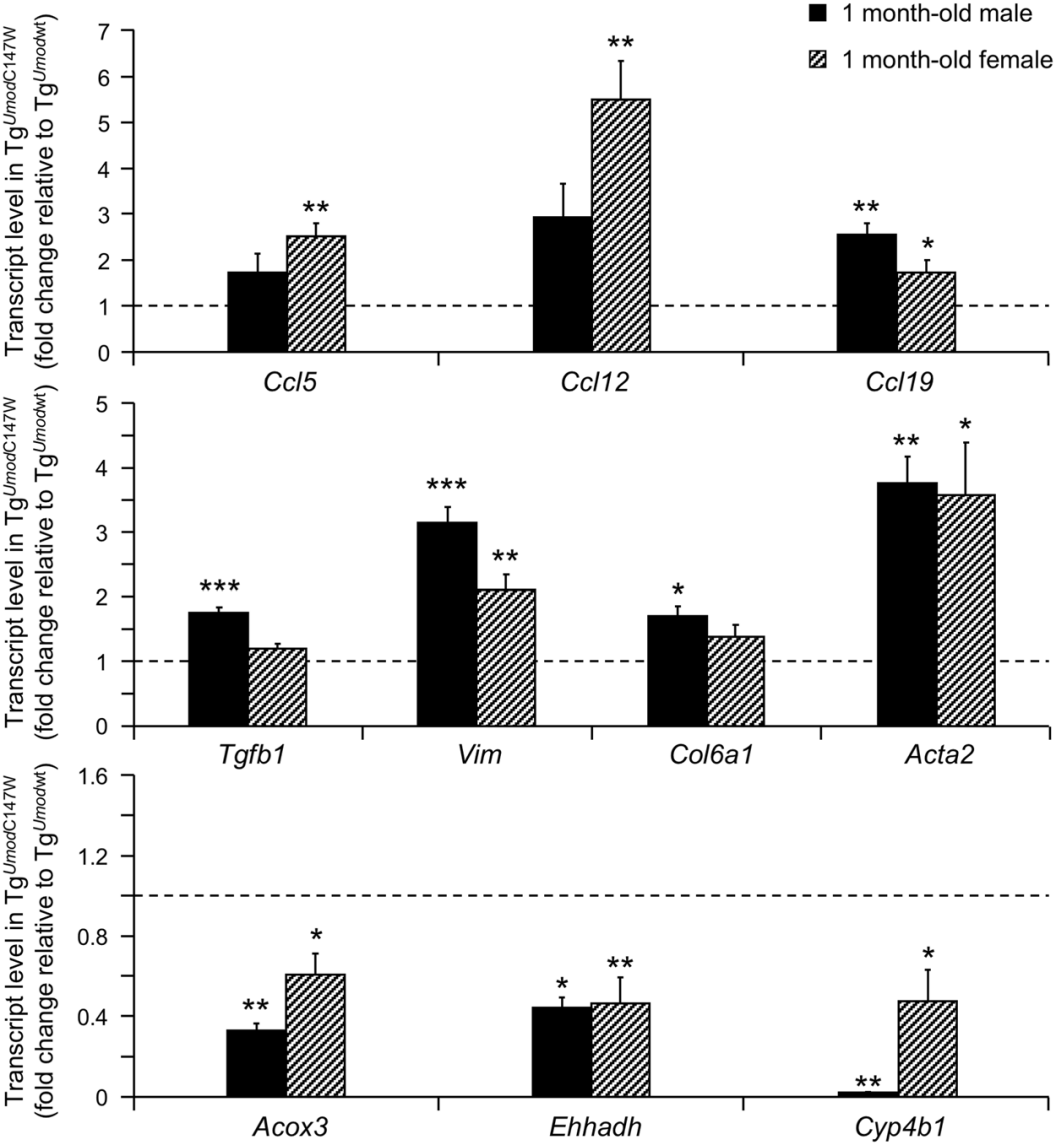
Renal transcript levels of genes belonging to inflammation (upper panel), fibrosis (middle panel) and lipid metabolism (lower panel) pathways, as detected by real-time RT-qPCR in 1 month-old male or female Tg^*Umod*C147W^ mice. Gene expression is reported as relative to age- and sex-matched Tg^*Umod*wt^ mice (n = 5/group). Data are expressed as mean ± s.e.m. *P < 0.05; **P < 0.01; ***P < 0.001 (unpaired *t*-test).

We further characterised inflammation in the kidneys of 1 month-old Tg^*Umod*C147W^ mice by assessing the expression of markers of inflammatory cells by RT-qPCR analysis. While expression of *Cd5* (T cells) and *Cd19* (B cells) was barely detectable (Cp > 35), we found robust expression of *Cd45* (*Ptprc*) (common leukocyte marker), *Cd68* (macrophage) and *Cd15* (*Fut4)* (granulocyte). Relative expression analysis indicates increased infiltrating inflammatory cells, essentially macrophages, in the kidneys of Tg^*Umod*C147W^ mice (Fig. 4a). This was confirmed by immunohistochemistry analysis showing areas of focal macrophage invasion in the kidneys of 1 month-old Tg^*Umod*C147W^ mice (Fig. 4b).

**Figure 4:**
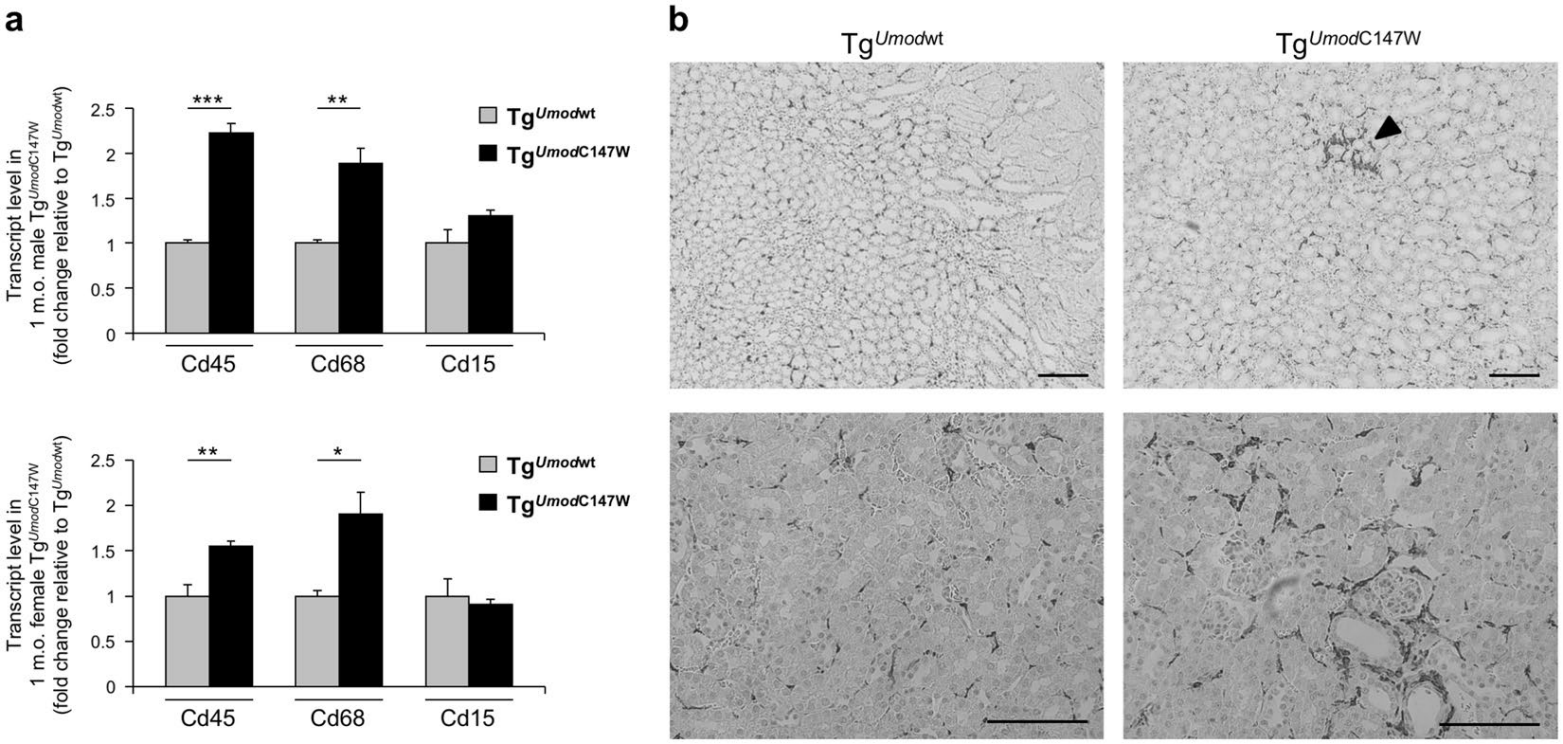
Characterization of infiltrating cells in kidneys of Tg^*Umod*C147W^ mice at 1 month of age. (**a**) Analysis by RT-qPCR of the expression of markers of infiltrating cells in male (upper panel) or female (bottom panel) Tg^*Umod*C147W^ mice relative to age- and sex-matched Tg^*Umod*wt^ mice (n = 5/group). *Cd45* (*Ptprc*, common leukocyte marker), *Cd68* (macrophage), *Cd15* (*Fut4*, granulocyte) transcripts were highly expressed, while *Cd5* (T cells) and *Cd19* (B cells) were barely detectable (data not shown). Data are expressed as mean ± s.e.m. *P < 0.05; **P < 0.01; ***P < 0.001 (unpaired *t*-test). (**b**) Representative immunohistochemistry (IHC) staining for macrophage marker F4/80 in kidneys of Tg^*Umod*C147W^ and Tg^*Umod*wt^ mice. IHC analysis shows focal increase (arrowhead) of macrophage infiltrate in Tg^*Umod*C147W^ mice (scale bar 100 µm).

### Inflammatory pathways are associated with renal disease progression in Tg^*Umod*C147W^ mice

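Macrophage, matrix and injury genes were raised in kidneys of 2 month-old Tg Umod*C147W females, and genes of fatty acid and amino acid breakdown were lowered. Of 18 expressed macrophage and monocyte genes, 15 rose (17 adjusted over the list alone), with a median log2 fold change of 0.97 (camera, adjusted p = 2.48e-21, and adjusted p = 0.039 with an estimated correlation). *Cd14*, a co-receptor for bacterial lipopolysaccharide, rose by 1.48 on the log2 scale (limma, adjusted p = 4.69e-05), *Ccl8* by 1.92 and *C1qa*, a complement subunit made by macrophages, by 1.03. Chemokine and cytokine genes rose for 10 of 19 and fell for 1 (11 and 2 adjusted over the list alone; camera, adjusted p = 1.58e-07, and adjusted p = 0.039 with an estimated correlation). Complement and acute phase genes rose for 7 of 14 (7 adjusted over the list alone; camera, adjusted p = 3.14e-06, and adjusted p = 0.039 with an estimated correlation). Extracellular matrix genes rose for 20 of 36 (28 adjusted over the list alone; camera, adjusted p = 2.77e-20, and adjusted p = 0.039 with an estimated correlation), among them *Lox*, which crosslinks collagen (1.63). TGF-beta and myofibroblast genes rose for 9 of 20 (11 adjusted over the list alone; camera, adjusted p = 6.91e-08, and adjusted p = 0.039 with an estimated correlation), with *Acta2* at 0.87. Tubular injury genes rose for 14 of 18 (17 adjusted over the list alone; camera, adjusted p = 4.73e-22, and adjusted p = 0.039 with an estimated correlation), among them *Cd44*, a hyaluronan receptor of regenerating tubules (1.55). Genes of mitochondrial fatty acid oxidation fell for 5 of 28 (8 adjusted over the list alone; camera, adjusted p = 1.37e-05, and adjusted p = 0.039 with an estimated correlation). Peroxisomal genes fell for 5 of 48 (9 adjusted over the list alone; camera, adjusted p = 4.14e-06, and adjusted p = 0.0633 with an estimated correlation), with *Hacl1*, an enzyme of alpha-oxidation, at -0.84. Amino acid genes fell for 5 of 54 and rose for 2 (10 and 2 adjusted over the list alone; camera, adjusted p = 1.58e-07, and adjusted p = 0.039 with an estimated correlation), with *Dmgdh*, an enzyme of choline breakdown, at -0.76. *Ehhadh* had a log2 fold change of -0.25 (limma, adjusted p = 0.587), *Acox3* of -0.31 (adjusted p = 0.176) and *Tgfb1* of 0.19 (adjusted p = 0.623). Only without mutant replicate 2 did *Ehhadh* pass the test (limma, adjusted p = 0.0276, in a range up to 0.853).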

Pathway analysis on data from kidneys of 2 month-old mice confirmed findings on 1 month-old mice, with enrichment of genes related to inflammation and fibrosis (up-regulated) and to metabolism of fatty acids and amino acids (down-regulated) (data not shown). In order to identify pathways associated with disease progression, we compared transcriptional profiles derived from transgenic female mice at 1 and 2 months of age. We identified 477 genes that are significantly up- (196) or down-regulated (281) in Tg^*Umod*C147W^ mice at 2 months of age, regardless of their fold change, and that were not differentially expressed at 1 month of age. 

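In females, 169 genes rose and 208 fell in Tg Umod*C147W kidneys at 2 months (adjusted p under 0.05, limma) without such a call at 1 month, 377 in all. Most of them moved the same way at 1 month: 132 of the 154 raised genes measured then had a positive log2 fold change and 75.8% of the 194 lowered ones a negative one. The medians were 0.24 at 1 month and 0.49 at 2 months for the raised genes, and -0.14 and -0.42 for the lowered ones. *Cdc20*, an activator of chromosome separation, and *Trib3*, a kinase-like protein of the stress response, were among the raised genes at 2 months (log2 fold changes 1.28 and 1.58), although a dimmer *Cdc20* probe gave 0.16 (limma, adjusted p = 0.545). A further 405 genes were raised and 194 lowered at both ages. The difference between the ages was itself significant (limma, genotype by age interaction) for 6 of the 169 raised and 14 of the 208 lowered genes. Single arrays of 2 months moved the counts by over 1.5 times, to 82 raised and 88 lowered genes without mutant replicate 3, 107 and 114 without mutant replicate 4, 89 and 96 without control replicate 2, 95 and 103 without control replicate 3, and 138 lowered without control replicate 4. Without the array lacking *Xist* 240 genes were raised and 245 lowered, and scaling to a common median gave 93 raised genes.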

Pathway enrichment analysis (clusterProfiler Bioconductor package, see Methods) identified up-regulated pathways related to inflammation and immune response, highlighting their growing activation along with disease progression. 

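Genes of leukocytes and of cell division were over-represented among the 169 genes called raised at 2 months and not at 1 month. Of 8 expressed pan-leukocyte and antigen presentation genes 4 were among them, 29.2-fold more than the expected 0.137 (one-sided Fisher's exact test over 9856 genes, adjusted p = 9.96e-05). They were *Cd52* (0.62 on the log2 scale) and *Lcp1*, an actin-bundling protein of leukocytes, and *Cd74* and *H2-Ab1* of antigen presentation. Of 30 cell cycle genes 7 were among them (13.6-fold, Fisher's exact test, adjusted p = 2.02e-05), such as *Cdk1*, the kinase that starts mitosis (1.39), and *Kif22*, a motor protein of chromosomes (1.12). As a whole the cell cycle list rose less at 2 months, with a median log2 fold change of 0.47 over 30 genes, than at 1 month, with 0.64 over 35 (camera, genotype by age interaction, adjusted p = 8.6e-05, and adjusted p = 0.506 with an estimated correlation). Of 18 macrophage and monocyte genes 3 were (9.72-fold, Fisher's exact test, adjusted p = 0.0401), namely *Aif1*, *Cx3cr1* and *Ly86*. The chemokine and cytokine list had 2 of 19 (Fisher's exact test, adjusted p = 0.248), the NF-kB target list 2 of 17 (adjusted p = 0.242) and the ATF4 and PERK target list 3 of 27 (adjusted p = 0.0964). As a whole the macrophage list had medians of 0.97 at 1 month and 0.97 at 2 months. Its difference between the ages did not pass (camera, genotype by age interaction, adjusted p = 0.137). *Cd74* lost its call without mutant replicate 3 or 4 (limma, adjusted p = 0.0595 and 0.0529), in a range from 0.00519. *Lcp1*, *H2-Ab1*, *Aif1*, *Cx3cr1* and *Ly86* are named here after their values were seen. Fisher's test takes genes as independent draws, while the correlation between pan-leukocyte genes at 2 months was estimated at 0.47, so that its p-values are too small for such lists.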

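Genes lowered at 2 months and not at 1 month included enzymes and carriers of fatty acid oxidation in mitochondria. Of 28 expressed genes of that list 5 were among the 208 lowered genes, 8.46-fold more than the expected 0.591 (one-sided Fisher's exact test, adjusted p = 0.00475). They were *Slc25a20*, the carnitine and acylcarnitine carrier (-0.45 on the log2 scale), *Cpt2*, which returns acylcarnitines to acyl-CoA, *Etfdh* of electron transfer, *Acadl* and *Eci1*, of which *Cpt2* and *Etfdh* were named after their values were seen. As a whole this list had median log2 fold changes of -0.15 at 1 month and -0.19 at 2 months. The difference between the ages did not pass its test (camera, genotype by age interaction, adjusted p = 0.851). The erythroid list had 5 of 6 genes among the lowered ones (39.5-fold, Fisher's exact test, adjusted p = 8.48e-07), with hemoglobin *Hbb-b2* at -1.42 and *Hba-a1* at -1.21. Of 48 peroxisomal genes 1 was, *Pex11a* (Fisher's exact test, adjusted p = 1), and of 54 amino acid genes 2 were (adjusted p = 0.929). Of the 8 fits that each left out 1 array, *Acadl* kept its call only without mutant replicate 1 and *Eci1* only without control replicate 4, with an adjusted p of up to 0.116 for both, and *Pex11a* lost its call without control replicate 3 or 4 (limma, adjusted p = 0.0675 and 0.0549) or mutant replicate 3 (0.0702). Dimmer probes of *Slc25a20* (-0.45), *Acadl* (-0.2) and *Pex11a* (-0.37) did not pass the test (limma, adjusted p = 0.0619, 0.453 and 0.191). The correlation between erythroid genes at 2 months was estimated at 0.48, which Fisher's test does not take into account.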

Noteworthy, pathways related to fatty acid and lipid metabolism were significantly enriched among down-regulated ones (Fig. 5). 

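Genes called in opposite directions at 1 and 2 months in females were few, 1 up then down and 8 down then up. *Etnppl*, an enzyme of phosphoethanolamine breakdown, had log2 fold changes of 0.68 at 1 month and -0.77 at 2 months. *Guca2b*, the hormone uroguanylin, went from -1.09 to 0.67, *Ptgds*, a prostaglandin D synthase, from -0.94 to 0.44, and *Scd1*, which desaturates fatty acids, from -2.02 to 0.53. *Eva1c*, named *4931408A02Rik* before, went from -0.97 (limma, adjusted p = 0.0442) to 0.68 (adjusted p = 0.00666). *Sh3tc2* went from -0.38 to 0.47 and *Gm9926* from -0.59 to 0.35, and *Rad51d* and *Gpx4* were called at dimmer probes only. *Gpx4*, which reduces lipid peroxides, had -0.34 and 0.34 at that probe (limma, adjusted p = 0.0366 and 0.0398), and -0.12 and 0.13 at its brightest one. *Adnp*, a chromatin-associated protein, had 0.17 (limma, adjusted p = 0.272) and -0.07 (adjusted p = 0.691). Apart from *Eva1c*, *Scd1*, *Gpx4* and *Adnp*, these genes were singled out after their values were seen. Of the 8 fits leaving out 1 array, *Eva1c* at 1 month kept its call only without control replicate 3 or mutant replicate 4, and *Scd1* at 2 months only without control replicate 3 or mutant replicate 1 (limma, adjusted p of up to 0.11 and 0.111 in the others).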

We also identified few genes showing opposite behaviour in 1 and 2 month-old mice: 5 genes that resulted significantly up-regulated in 1 month-old (*A630097A12Rik*, *Adnp*, *Ren1*, *Spin*, *Ugt1a13*) and significantly down-regulated in 2 month-old Tg^*Umod*C147W^ mice and 5 genes (*4931408A02Rik*, *Gpx4*, *Igh-VJ558*, *LOC277193*, *Slc9a8*) that showed opposite direction of age-related change. Future work will be needed to establish the significance of these findings for disease progression.

**Figure 5:**
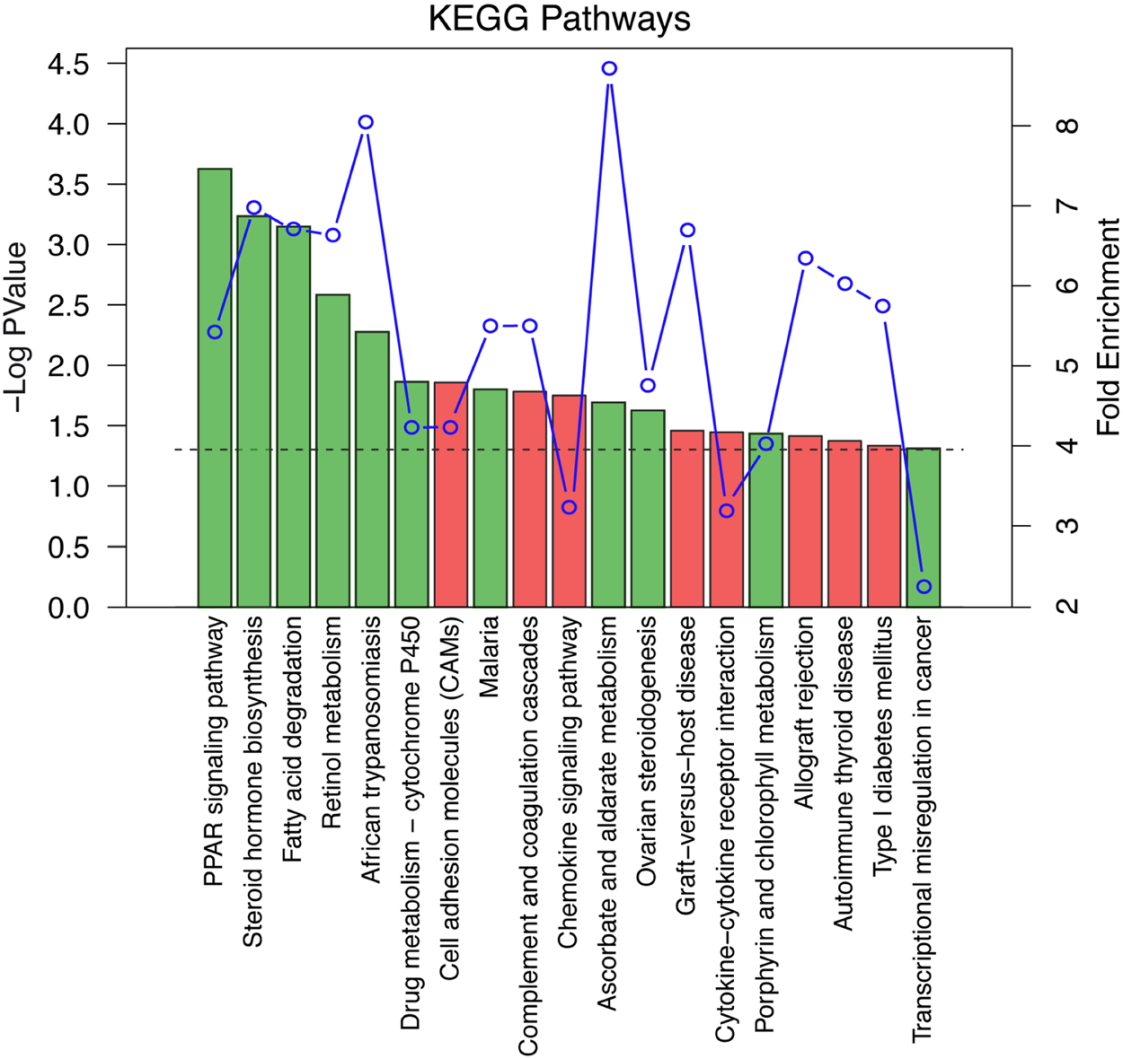
KEGG pathways enriched during the progression of renal disease in Tg^*Umod*C147W^ identified by clusterProfiler Bioconductor package. The analysed list is composed of genes that are significantly up- or down-regulated in Tg^*Umod*C147W^ female mice at 2 months of age, regardless of their fold change, and that are not differentially expressed at 1 month of age in sex-matched mice. Pathways up-regulated are represented by red bars while the down-regulated are green. The height of bars is proportional to the statistical significance of the term (dotted line corresponds to enrichment *P* value = 0.05). Fold enrichment of the significant terms is represented as a blue line. Fold enrichment is defined as the ratio gene frequency/background frequency (see Methods for details).

### TAL stress and inflammatory signals represent an early event in ADTKD-*UMOD*

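Across the 3 comparisons, which share no mice, 341 genes were raised and 123 lowered in each at an adjusted p under 0.05 (limma), 36 and 11 of them with a fold change over 2. Males and females of 1 month shared 820 raised and 575 lowered genes. *Thy1*, a surface protein of fibroblasts and T cells, rose by 1.15 and 1.61 on the log2 scale at 1 month and 0.89 at 2 months (limma, adjusted p = 0.00369, 0.00164 and 0.00178). *Vcam1*, an adhesion molecule that binds leukocytes, rose by 1.12, 0.98 and 0.91 in the same order. *Slc26a6*, an anion exchanger of the proximal tubule, fell in each, with log2 fold changes of -0.77, -1.01 and -0.62. Setting the pathways of 1 month beside the kidney sections of 1 month-old mice in Fig. 1, which it describes as well preserved apart from tubular casts, the paper reasons that the inflammatory and matrix signals come first and damage visible in sections later.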

Our data showed induction of pathways related to inflammation and fibrosis in the kidneys of Tg^*Umod*C147W^ mice already at 1 month of age, demonstrating that expression of mutant uromodulin induces release of pro-inflammatory and pro-fibrotic signals well before the presence of any sign of renal damage at the histological level. To gain further insight into the potential role of inflammatory/fibrotic signals in the disease onset, we analysed kidneys of mice 8 days *postpartum* (p8). Interestingly, ER retention of mutant uromodulin is already evident at this early time point (Fig. 6). In line with what observed at 1 month of age, evaluation of histological parameters reveals that kidneys of Tg^*Umod*C147W^ mice at p8 are similar to the ones of Tg^*Umod*wt^ mice (Supplementary Figure 4). We then analysed the transcript level of cytokines/chemokines, genes related to fibrosis and inflammatory cell markers in these kidneys. Interestingly, *Ccl5* and *Ccl12* genes were significantly increased in Tg^*Umod*C147W^ mice, while no differences were detected in expression of *Ccl19* and of transcripts related to fibrosis or lipid metabolism (Fig. 7). Upregulation of chemokines in p8 kidneys was associated with higher expression of markers of inflammatory cells, indicating increased macrophage infiltrate (Fig. 8a–c). These results suggest that the induction of pro-inflammatory signals is likely one of the first events occurring in the kidneys of Tg^*Umod*C147W^ mice following mutant uromodulin expression.

**Figure 6:**
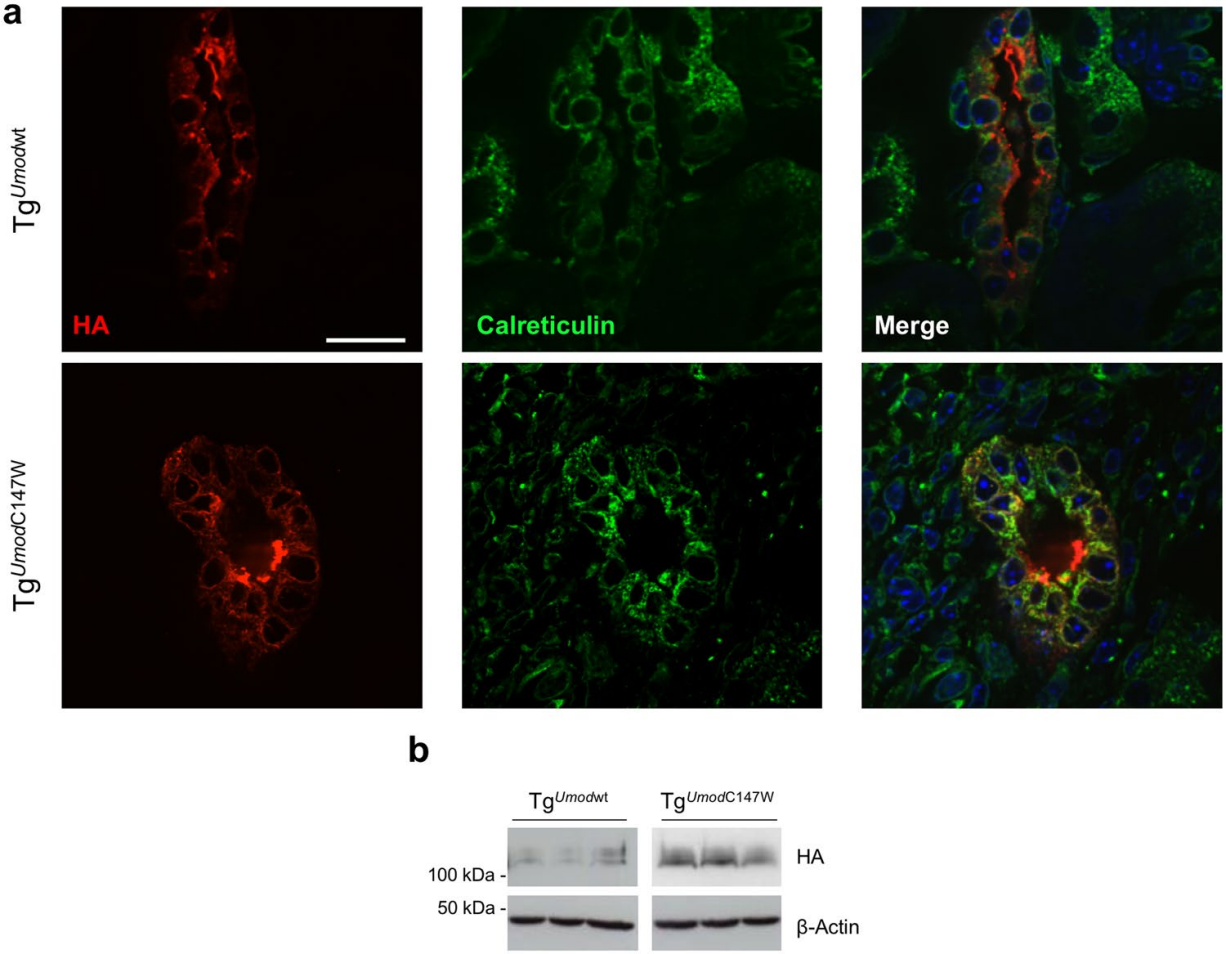
ER retention of mutant uromodulin in young Tg^*Umod*C147W^ mice. (**a**) Immunofluorescence analysis for transgenic uromodulin (HA) and the ER marker calreticulin in Tg^*Umod*wt^ (upper panel) and Tg^*Umod*C147W^ (lower panel) mice at p8. Wild-type transgenic uromodulin is enriched at the apical plasma membrane of TAL cells, while most of the transgenic mutant protein is retained in the ER (scale bar 15 µm). (**b**) ER retention of mutant uromodulin is also evident in Western blot experiment, in which samples from Tg^*Umod*C147W^ kidneys show a more intense signal for the lower molecular weight uromodulin isoform, corresponding to the protein ER precursor. The figure shows cropped blots (full blots are reported in Supplementary Figure 6).

**Figure 7:**
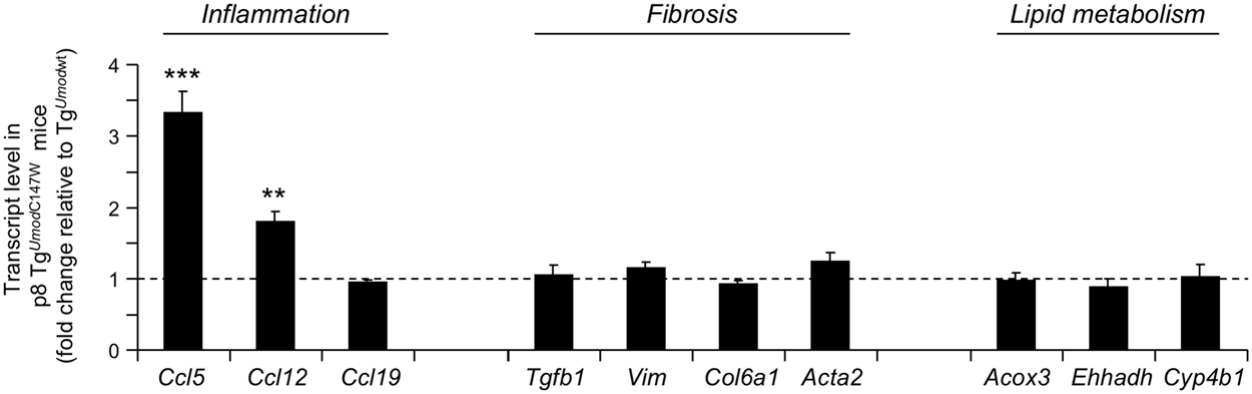
Expression level detected by RT-qPCR of genes involved in pathways of inflammation, fibrosis and lipid metabolism in kidneys of Tg^*Umod*C147W^ mice at p8 relative to age- and sex-matched Tg^*Umod*wt^ mice (n = 8 Tg^*Umod*wt^ and 6 Tg^*Umod*C147W^). Data are expressed as mean ± s.e.m. **P < 0.01; ***P < 0.001 (unpaired *t*-test).

**Figure 8:**
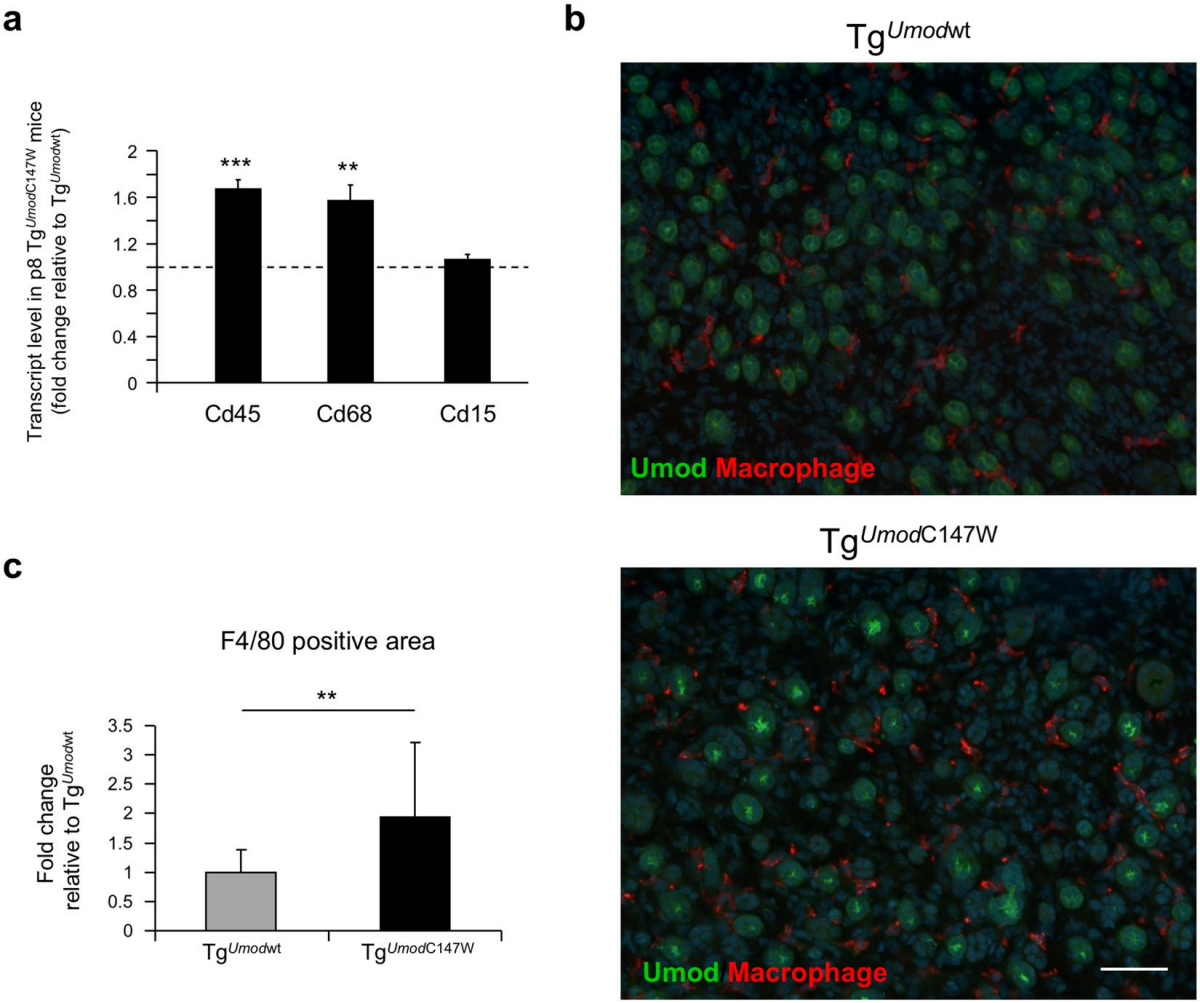
Inflammatory cell infiltrate in the kidneys of p8 Tg^*Umod*C147W^ mice. (**a**) Analysis by RT-qPCR of markers of infiltrating cells in Tg^*Umod*C147W^ mice relative to age- and sex-matched Tg^*Umod*wt^ mice (n = 8 Tg^*Umod*wt^ and 6 Tg^*Umod*C147W^). As in mice at 1 month of age, *Cd5* (T cells) and *Cd19* (B cells) are barely detectable (data not shown). Inflammatory infiltrating cells in the kidneys of Tg^*Umod*C147W^ mice are essentially represented by macrophages (*Cd68*). Data are expressed as mean ± s.e.m. **P < 0.01; ***P < 0.001 (unpaired *t*-test). (**b**) Representative images of immunofluorescence staining for macrophage marker (F4/80) in kidneys from Tg^*Umod*wt^ and Tg^*Umod*C147W^ mice at p8 (scale bar 50 µm). (**c**) Quantification of F4/80 positive area. Data are expressed as mean ± s.d. (n = 4 Tg^*Umod*wt^ and 5 Tg^*Umod*C147W^). **P < 0.01 (unpaired *t*-test).

We also checked the expression of *Lcn2* (lipocalin 2 or Neutrophil gelatinase-associated lipocalin (NGAL)) and *Hacvr1* (Hepatitis A virus receptor or Kidney injury molecule-1 (Kim1)) genes. 

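*Lcn2*, an iron-scavenging protein that distal tubules secrete on injury, rose 10.2-fold in Tg Umod*C147W males and 18.5-fold in Tg Umod*C147W females of 1 month. On the log2 scale it measured 6.32 ± 0.35 in Tg Umod*wt and 9.67 ± 1.13 in Tg Umod*C147W males (mean ± SD, n = 4 mice each), a change of 3.35 (standard error 0.44; limma, adjusted p = 0.000215). In females it measured 6.68 ± 0.31 and 10.90 ± 0.61, a change of 4.21 (standard error 0.27; limma, adjusted p = 4.06e-05). *Havcr1*, a phosphatidylserine receptor that injured proximal tubules expose, rose 2.44-fold in males and 2.94-fold in females (limma, adjusted p = 0.00091 and 0.0015). Every mutant array lay above every control array for both genes in both sexes. Both transcripts were detected in all 4 mutant arrays of each sex, *Lcn2* in 1 control array of males and 3 of females, and *Havcr1* in none of the 4 control arrays of males and in 3 of females, so that the folds of males start near background.

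**Figure D2:**
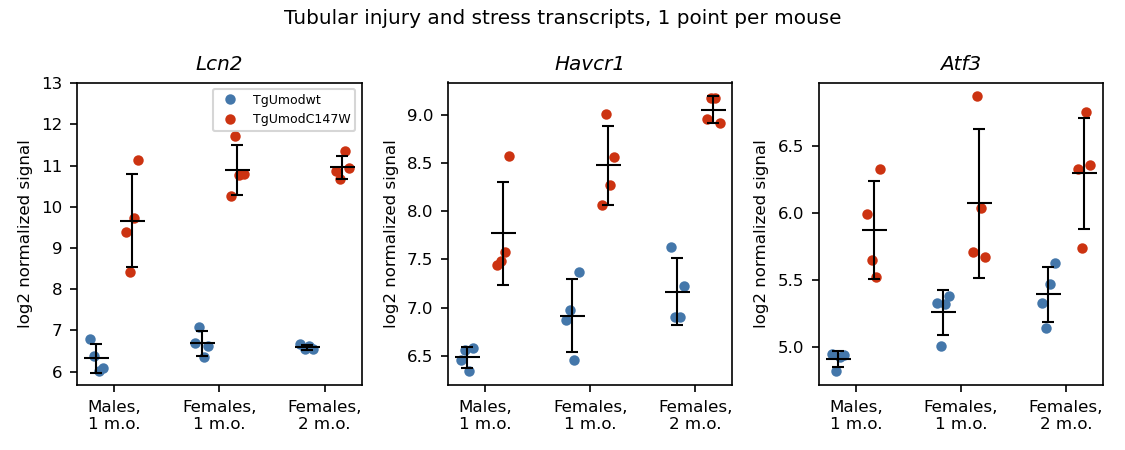
Log2 normalized signal (y axis) of *Lcn2*, *Havcr1* and *Atf3* in single kidneys of males of 1 month, females of 1 month and females of 2 months, blue for Tg Umod*wt and red for Tg Umod*C147W mice. Each point is 1 mouse, and bars show the mean ± SD of 4 mice. *Lcn2* lies at 8.41 to 11.14 in mutant males of 1 month, above the 6.01 to 6.80 of their controls.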

*Lcn2* and *Havcr1* are well-established markers of distal and proximal tubule damage respectively that were found to be significantly up-regulated already at 1 month of age in the transcriptome analysis of Tg^*Umod*C147W^ kidneys. At p8 we detected both at transcript and protein level significant up-regulation of *Lcn2* while expression of *Kim1* was not different in Tg^*Umod*C147W^ mice (Fig. 9a,c). These results suggest that renal damage occurs in the distal tubules first, where uromodulin is expressed and is then spread to neighbouring proximal tubules. 

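*Atf3*, a transcription factor that many cell stresses induce, rose by 0.96 on the log2 scale in Tg Umod*C147W males of 1 month (standard error 0.15; limma, adjusted p = 0.000666, n = 4 mice per group) and by 0.81 in females (standard error 0.23; adjusted p = 0.038). Its signal stayed dim, from 4.82 to 4.95 in control and 5.52 to 6.33 in mutant males, and from 5.01 to 5.38 and 5.67 to 6.87 in females, with every mutant above every control. The transcript passed detection in 1 of the 4 mutant arrays of each sex and in none of the 4 control arrays. In females the call was lost without any 1 of the 4 control arrays (limma, adjusted p = 0.0731, 0.0944, 0.0692 and 0.0667 in order of replicate) or mutant replicate 3 (0.0725), and kept without mutant replicate 1 or 4. Mutant replicate 2, the array lacking *Xist*, was the only array of these females to detect the transcript, which fell below detection without it. Over all alternatives limma's adjusted p ranged from 0.00869 to 0.0951.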

Data from microarray analysis show up-regulation of *Atf3* transcript. ATF3 is a transcription repressor that was shown to play a protective role in the kidney after ischemia/reperfusion injury through anti-inflammatory and anti-apoptotic effects in renal tubular epithelial cells^31^. It can be induced by a large variety of stresses, including ER stress, cytokine, genotoxic and cytotoxic agents^32^. Interestingly, we found increased expression of *Atf3* at transcript and protein level (Fig. 9a,b), specifically in TAL nuclei at p8 (Supplementary Figure 5 **)**. These data suggest early induction of cellular stress in TAL cells of Tg^*Umod*C147W^ mice.

**Figure 9:**
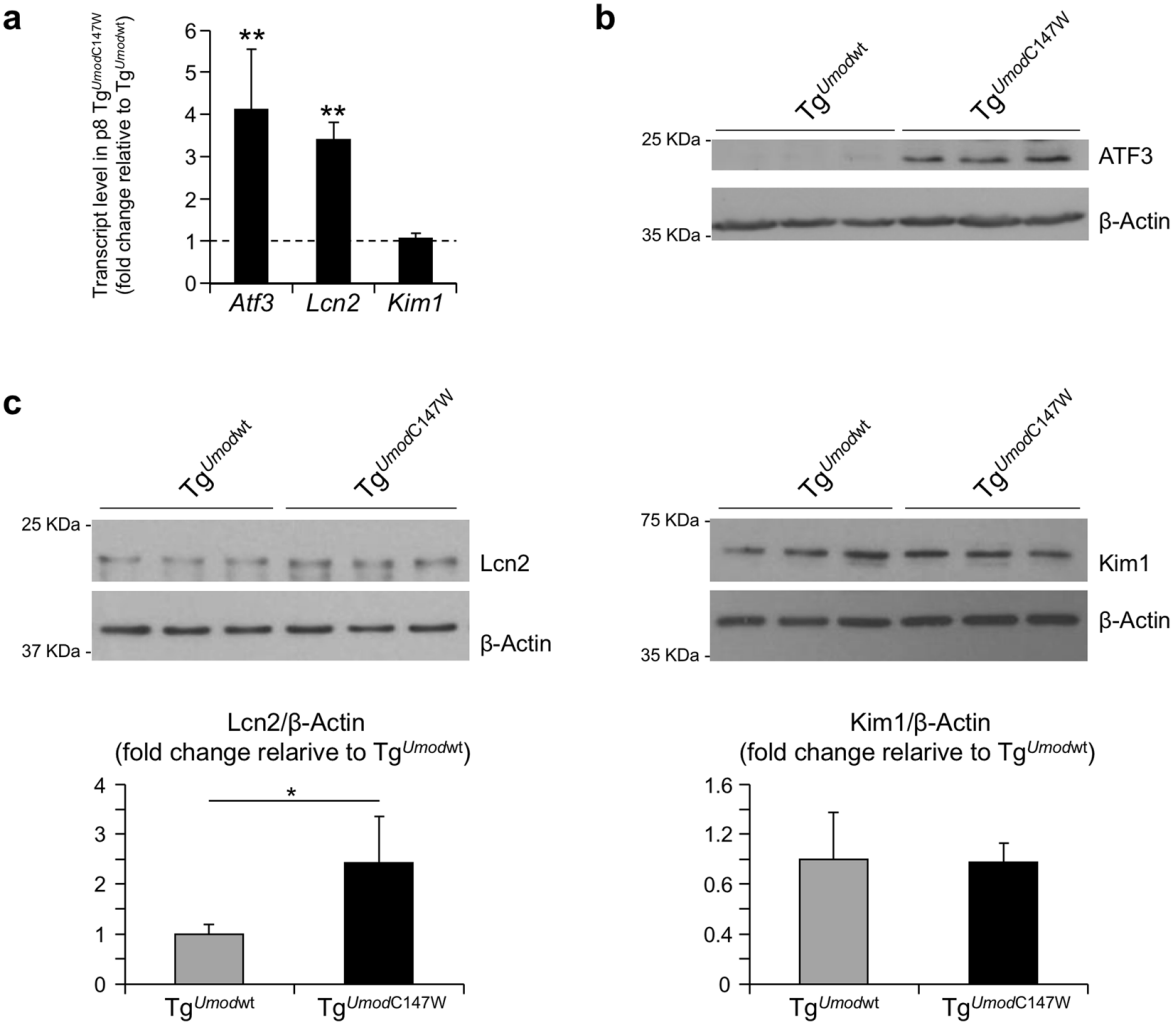
Expression of tubular damage and cell stress markers in the kidneys of p8 transgenic mice. (**a**) Expression level (RT-qPCR) of markers of distal tubular damage (*Lcn2*), of proximal tubular damage (*Kim1*) and of cellular stress (*Atf3*) in Tg^*Umod*C147W^ mice relative to age- and sex-matched Tg^*Umod*wt^ mice (n = 8 Tg^*Umod*wt^ and 6 Tg^*Umod*C147W^). Data are expressed as mean ± s.e.m. **P < 0.01 (unpaired *t*-test). (**b**) Western blot analysis showing increased expression of renal Atf3 protein in Tg^*Umod*C147W^ mice (n = 3/group). (**c**) Representative Western blot analysis of kidney lysates from Tg^*Umod*wt^ and Tg^*Umod*C147W^ mice showing expression of Lcn2 (n = 4 Tg^*Umod*wt^ and 5 Tg^*Umod*C147W^) and Kim1 (n = 3/group) in Tg^*Umod*wt^ and Tg^*Umod*C147W^ mice (upper panels), and relative quantification (bottom panels). Actin was used as a loading control. The figure shows cropped images (full blots are reported in Supplementary Figure 6). Data are expressed as mean ± s.d. *P < 0.05 (unpaired t-test).

## Discussion

In this study, we aimed at identifying early renal pathways triggered by expression of mutant uromodulin in a mouse model of ADTKD-*UMOD*. Our results derived from transcriptional profiling of kidneys from young adult mice show that inflammation and fibrosis are two of the most up-regulated pathways, while down-regulated ones are mostly related to lipid and amino acid metabolism. In line with this, clustering of DEGs according to their localization indicates up-regulation of components of the extracellular matrix and down-regulation of peroxisomal and mitochondrial genes. Moreover, the comparison of transcriptional data from 1 and 2 month-old Tg^*Umod*C147W^ mice indicate that inflammatory pathways may play a role in the progression of the disease.

Deregulation of some of the identified pathways has already been observed in other models of renal damage. By using a genetic model of nephronophthisis, i.e. mice lacking *Glis2*, it was shown that tubulointerstitial infiltrating cells and fibrosis are already present in kidneys of young animals^33^. Also, in a genetic model of Alport syndrome tubulointerstitial nephritis associated with presence of inflammatory cells is one of the major histological features^34^. Fibrotic pathways have also been shown to be up-regulated at 3 weeks of age in a rat model of polycystic kidney disease^35^. More recently, down-regulation of amino-acid and lipid metabolism has been associated with renal damage progression in humans and in mouse models of tubulointerstitial fibrosis^36^. Markers of lipid metabolism were indeed strongly reduced in fibrotic human kidneys. Moreover, restoring fatty acid metabolism by genetic or pharmacological methods protected mice from tubulointerstitial fibrosis^36^. Interestingly, also reduction of mitochondrial activity has been linked to kidney diseases^37^. Moreover, decreased number of functional peroxisomes was shown to worsen tubulointerstitial damage^38^. Overall, these data suggest that the main pathways that are dysregulated in kidneys of Tg^*Umod*C147W^ mice may reflect common features of chronic kidney disease onset and progression.

By using two different mouse lines carrying *Umod* mutations (*Umod* ^C93F^, *Umod* ^A227T^) induced by N-ethyl-N-nitrosourea (ENU), Kemter *et al*. showed that inflammation could play a role in models of ADTKD-*UMOD*, via activation of NF-kB pathway in TAL segments^39^. Consistently, pathway analysis of transcriptome data from female Tg^*Umod*C147W^ mice shows up-regulation of NF-kB pathway (Biocarta database, data not shown), suggesting that this pathway has a role also in Tg^*Umod*C147W^ mice. Moreover, Horsch *et al*. performed transcriptional profiling of kidneys from young-adult *Umod* ^A227T^ mice (17 weeks, mild disease model) and aged *Umod* ^C93F^ mice (38 weeks, advanced disease model). 

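Targets of NF-kB were raised in kidneys of Tg Umod*C147W females at both ages, and in males of 1 month. Of 16 expressed targets 6 rose in females of 1 month (10 adjusted over the list alone), with a median log2 fold change of 0.40 (camera, adjusted p = 3.85e-06, and adjusted p = 0.137 with an estimated correlation), and 5 rose without the array lacking *Xist*. In females of 2 months 7 of 17 rose (10 adjusted over the list alone), with a median of 0.37 (camera, adjusted p = 9.22e-08, and adjusted p = 0.0468 with an estimated correlation). In males 9 of 15 rose (9 and 1 fallen adjusted over the list alone), with a median of 0.64 (camera, adjusted p = 0.000976, and adjusted p = 0.0464 with an estimated correlation). *Bcl3*, a nuclear cofactor of NF-kB, rose by 1.05 at 1 month and 0.97 at 2 months in females (limma, adjusted p = 0.00039 and 0.0142). *Cxcl1*, which attracts neutrophils, rose by 1.08 and 1.20, and *Relb*, an NF-kB subunit, by 0.90 in males.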

Overall, their analysis led to the identification of 104 and 54 DEGs at 17 and 38 weeks respectively, associated with cancer, cell proliferation, necrosis, inflammation, lipid and protein metabolism. About 15–30% of DEGs are also differentially expressed in Tg^*Umod*C147W^ mice. Discrepancies in the number/type of DEGs may be due to several differences, as genetic model (ENU mutant *versus* transgenic), *Umod* mutations, mouse strain, microarray platform (in-house produced versus commercially available, covering 17,346 genes and 48,804 transcripts respectively). Despite such differences, it is interesting to note that some of the main pathways identified in our study, as inflammation and lipid metabolism, were also detected in the study by Horsch *et al*. It is also of note that, similarly to what we observed, also in ENU models the number of DEGs decreases with disease progression.

Our data suggest that inflammation has relevance in the onset and progression of the renal disease in Tg^*Umod*C147W^ mice as we identified increased levels of chemokines in kidneys of mutant mice already at p8. At this time point, we were also able to find presence of infiltrating cells. Real time analyses showed that inflammatory cells are mainly represented by cells of the innate immunity type (i.e. macrophages) instead of cells of the adaptive immunity (i.e. T and B cells). This is in line with what observed in an Alport syndrome mouse model, that develops a chronic renal disease^34^. Although partial, our data also indicate that inflammation in *Umod* mutant mice precedes development of fibrosis. Indeed, transcript levels of *Tgfb*, a key factor regulating the fibrotic process that is found up-regulated in virtually any type of CKD in human and mouse models^40^, *Vim*, *Col6a1* and *Acta2* are identical in mutant and wild type transgenic mice at one week of age. Similarly to Tg^*Umod*C147W^ mice, inflammation preceding fibrosis was also described in several mouse models of induced renal damage^41^. Overall, these data suggest that inflammation could be a target of future pharmacological intervention directed at treatment of the pathology.

Early development of inflammation is coupled with tubular damage, as demonstrated by increased expression of *Lcn2* in kidneys from Tg^*Umod*C147W^ mice at p8. Lipocalin-2 transcript remains at high levels in adult mice, and it results as one of the most up-regulated DEGs in our transcriptome analysis. 

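*Lcn2* had the largest measured rise of the 534 genes called up in Tg Umod*C147W females of 2 months by their brightest probe, 20.7-fold above Tg Umod*wt females. It measured 6.59 ± 0.06 in Tg Umod*wt and 10.96 ± 0.28 in Tg Umod*C147W mice on the log2 scale (mean ± SD, n = 4), a change of 4.37 (standard error 0.13; limma, adjusted p = 3.79e-08). It was detected in 1 of the 4 control and all 4 mutant arrays, so that this fold starts near background. At 1 month its rise stood at rank 2 of the 1033 genes called up in females. *Timp1*, whose product inhibits matrix metalloproteases, was next at 2 months with a rise of 3.22, and ranked 6 in females of 1 month.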

Lipocalin-2 is an established marker of distal tubule damage^42^ that regulates progression of CKD and cyst formation^43^. It was found to be highly up-regulated in renal tissues of other genetic models of progressive kidney damage^44^. 

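*Havcr1*, the transcript of Kim1, was 3.71-fold higher in Tg Umod*C147W than in Tg Umod*wt females of 2 months (log2 fold change 1.89, standard error 0.16; limma, adjusted p = 6.2e-05, n = 4 mice each). All 8 arrays detected it, at 6.90 to 7.63 in control and 8.91 to 9.17 in mutant females. Its rise ranked 15 of 534 genes called up at 2 months, and 35 of 1033 in females of 1 month.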

*Havcr1*, a marker of proximal tubular damage^45^, is found to be up-regulated in adult Tg^*Umod*C147W^ mice used for the transcriptional analysis while is identical to Tg^*Umod*wt^ mice at p8. These results might indicate that tubular damage takes place in distal tubules, where uromodulin is expressed and then propagates to proximal tubules, possibly via a cross-talk between TAL and proximal tubular segments.

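*Atf3* rose by 0.91 on the log2 scale in Tg Umod*C147W females of 2 months (standard error 0.19; limma, adjusted p = 0.0146, n = 4 mice per group). Its signal was 5.14 to 5.63 in control and 5.74 to 6.75 in mutant mice, near the dimmest signals of the arrays. It was detected in 1 of the 4 mutant and none of the 4 control arrays, so that the size of its rise is uncertain.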

Starting from 8 days after birth, we also identified in kidneys of Tg^*Umod*C147W^ mice up-regulation of transcriptional repressor *Atf3* that remains at high levels in adult animals. ATF3 belongs to the activating transcription factor/cAMP responsive element-binding protein (ATF/CREB) family. It can be activated by several stimuli, including ER stress and unfolded protein response (UPR), chemokines and cytokines, genotoxic and cytotoxic agents. ATF3 plays a protective role after renal ischemic injury^31, 46, 47^ through anti-inflammatory and anti-apoptotic effects on epithelial cells^46^. The anti-inflammatory effect of ATF3 is thought to be exerted via chromatin remodelling and subsequent transcriptional inhibition of gene targets of NF-kB pathway^46, 48^. In Tg^*Umod*C147W^ mice Atf3 is specifically induced in the nuclei of TAL cells, likely exerting a protective role in mutant mouse kidneys. Given the primary effect of uromodulin mutation, it is likely that Atf3 is induced in TAL cells because of ER stress. Indeed, mutations in *UMOD* leading to protein misfolding and accumulation in the ER likely elicit ER and oxidative stress pathways that play a main role in the disease pathogenesis. Evidence for UPR induction in Tg^*Umod*C147W^ mice is limited in our dataset, as it was identified only in the group of male mutant mice (Reactome database, Unfolded_Protein_Response, ATF4 and PERK, data not shown). This is likely due to the fact that such cell stress pathways are expected to be increased in TAL cells only. 

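Chaperones and folding enzymes of the ER, the core of the unfolded protein response, did not move as a group in Tg Umod*C147W kidneys. In males 6 of 25 expressed genes of that list rose and 2 fell (5 and 2 adjusted over the list alone; camera, adjusted p = 0.32). *Sdf2l1*, a partner of the chaperone BiP, rose by 0.78 in males, *Creld2*, an ER stress-induced isomerase, by 0.73, while *Edem1*, which sends misfolded glycoproteins to degradation, fell by 0.52 (limma, adjusted p = 0.00116, 0.00474 and 0.00255). In females the list gave an adjusted p = 0.399 at 1 month and 0.664 at 2 months (camera), and none of its 25 expressed genes passed limma's test, with 1 fallen at 1 month and 3 risen and 3 fallen at 2 months at an unadjusted p under 0.05. Targets of ATF4 and PERK, the branch that slows translation and raises amino acid supply, rose for 13 of 26 and fell for 3 in males (14 and 3 adjusted over the list alone; camera, adjusted p = 0.0731). Without the detection filter the males' list passed (camera, adjusted p = 0.0177, in a range of 0.0177 to 0.178 over the alternatives). In females of 1 month 5 of 27 rose and 1 fell (7 and 4 adjusted over the list alone; camera, adjusted p = 0.202), and 2 rose without the array lacking *Xist*. In females of 2 months 7 of 27 rose and 1 fell (8 and 1 adjusted over the list alone; camera, adjusted p = 0.000408, and adjusted p = 0.103 with an estimated correlation), with rises of *Atf5*, a stress-response transcription factor (1.38), *Asns*, which makes asparagine (1.46), and *Mthfd2* of mitochondrial folate metabolism (1.37). *Stc2*, a secreted glycoprotein, rose by 1.30 in males, and *Ddit3*, the stress factor CHOP, had log2 fold changes of -0.47 and -0.33 in females (limma, adjusted p = 0.0789 and 0.245). In females of 1 month *Ddit3* passed under 6 of 19 alternatives, among them the fit without mutant replicate 3 (limma, adjusted p = 0.0495, in a range of 0.026 to 0.165), and a dimmer probe did at -0.4 (adjusted p = 0.0262). In males *Ddit3* went the other way, with log2 fold changes of 0.40 to 0.68 over 8 fits that each left out 1 array. Of these fits 3 called it (limma, adjusted p of up to 0.0753).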

The use of RNA from total kidneys may have masked their induction due to a dilution effect. Nevertheless, very recent data indicate UPR induction^28, 49^ and derangement of mitochondria^49^ in TAL segments of ADTKD-*UMOD* mouse models.

The induction of UPR could also be upstream of inflammation, and the coupling of these responses in specialized cells and tissues is now thought to be fundamental in the pathogenesis of inflammatory diseases^50^. In kidneys from p8 mutant mice we identified increased expression of *Ccl5* (Rantes) and *Ccl12* (MCP-5), that is a structural and functional homologue of the human *CCL2* (MCP-1)^51^. Further studies will be need to assess if these chemokines are produced by TAL epithelial cells, possibly downstream of ER stress signals, and play a role in the onset and progression of tubulointerstitial disease^52^.

In conclusion, our study identifies renal induction of inflammatory signals as an early event in the pathogenesis of ADTKD-*UMOD*. Further characterisation of these pathways is warranted to assess their relevance in the disease and as potential targets of novel therapeutic intervention.

## Materials and Methods

### Transgenic mice

A detailed description of the methods for the generation of Tg^*Umod*C147W^ and Tg^*Umod*wt^ lines was previously reported^25^. Both mutant (Cys147Trp) and wild type transgenes comprise a 2.9 Kb fragment of the mouse *Umod* gene promoter, non-coding exon 1, intron 1, the coding sequence from exon 2 to 11 and the entire 3′ UTR. An HA-tag was inserted at the uromodulin N-terminus after the leader peptide. Full constructs were injected in FVB mouse. All animal procedures were carried out at San Raffaele Scientific Institute, Milan, Italy, according to, and approved by, the San Raffaele Institutional Animal Care and Use Committee (IACUC 571). All animal studies were performed in adherence to the *Guide for the Care and Use of Laboratory Animals* as published by the US National Institutes of Health.

### Tissue collection and preparation

To collect renal tissues, mice were sacrificed by decapitation after anaesthesia with avertin. Kidneys were taken and immediately homogenized in TRIzol reagent (Invitrogen, Thermo Fisher Scientific, Waltham, MA) for RNA extraction or in appropriate lysis buffer for protein extraction. Renal tissues were fixed in 4% paraformaldehyde and paraffin-embedded for immunohistochemical and histological analysis or embedded in killik embedding medium (Bio-Optica, Milan, Italy) for immunofluorescence staining.

### Microarray Analysis

Total RNA was extracted from whole kidney with TRIzol reagent, quantified using the Nanodrop 8000 spectrophotometer (Thermo Fisher Scientific) and qualitatively analysed by agarose gel electrophoresis. Extracted RNA was treated with DNase (Qiagen, Hilden, Germany) and purified using RNeasy Mini Kit columns (Qiagen), according to the manufacture’s protocol. Four animals for each experimental group were analysed.

Transcriptional profiles were determined by using the MouseWG-6 v2.0 Expression BeadChip (Illumina, San Diego, CA). Each BeadChip can process simultaneously six samples, each one investigated for a total of 48,804 transcripts, of which 35,967 are based on the National Center for Biotechnology Information RefSeq database (Release 22) and 12,837 are based on UniGene database (Build 199). Total RNA (500 ng) was reverse transcribed into cRNA and biotin-UTP labelled using the Illumina TotalPrep RNA Amplification Kit (Applied Biosystems, Thermo Fisher Scientific) according to the manufacturer’s protocol. The cRNA was quantified with Nanodrop 8000 Spectrophotometer and its quality was evaluated with RNA 6000 NanoChip on the Bioanalyzer 2100 (Agilent Technologies, Santa Clara, CA). cRNA (1,500 ng) was then hybridized to the BeadChip Array and stained with streptavidin-Cy3. All procedures were performed following the manufacturer’s instructions. BeadChips have been imaged using the IlluminaBeadArray Reader, a two-channel 0.8-μm-resolution confocal laser scanner, and the Illumina BeadScan software. The software IlluminaGenomeStudio v.2011.1 was used to elaborate the fluorescence signal to a value whose intensity corresponds to the quantity of the respective transcript in the original sample. The same software was used to assess quality controls, including the biological specimen control, hybridization controls, signal generation controls, and negative controls. All quality controls were satisfactory. Raw data from the SampleProbeProfile txt file were exported from GenomeStudio software. Gene expression data were normalized using the cubic spline algorithm implemented in the Illumina® GenomeStudio software. An initial selection of “expressed” probes was done by filtering on the “detection *P* value” parameter. Transcripts with an intensity value significantly different from that of the background (detection *P* value < 0.01) in at least one sample of an analysed series (i.e. experimental groups taken into consideration) were considered “expressed” genes. Transcriptome data reported in this publication have been deposited in NCBI’s Gene Expression Omnibus^53^ and are accessible through GEO Series accession number GSE97093 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE97093). Subsequent multivariate analyses and differential expression were performed on the subset of expressed genes in the groups defined by the experimental design. Principal Component Analysis (PCA) was done on expressed genes using scripts in Rstudio^54^. Hierarchical clustering was carried out on the 150 genes showing the greatest inter-group variance among compared groups. Genes and samples have been clustered using Euclidean distance and average clustering algorithm (pheatmap; https://cran.r-project.org/web/packages/pheatmap/index.html). Determination of differentially expressed genes and processes was done using LIMMA Bioconductor package^55^. Pair-wise comparisons (i.e. “contrasts”) were defined among the experimental groups considered in a specific design. Benjamini Hochberg multiple comparison correction was applied to the *P* value and genes passing a cut-off adjusted *P* value < 0.05 were considered differentially expressed in the specified comparison. Gene Set Enrichment Analysis (GSEA) (http://www.broadinstitute.org/gsea/index.jsp), which identifies groups of genes enriched towards the top or bottom of a ranked list of genes based on a running sum statistics, was used to identify functionally related groups of genes whose expression pattern was correlated with the template, defined by the hallmark curated gene sets from MSigDB^56, 57^. Pathway enrichment analysis was also performed by using DAVID software (https://david.ncifcrf.gov/).

Pathways enriched during the progression of renal disease in Tg^*Umod*C147W^ mice were identified by carrying out a biological Term Enrichment Analysis using KEGG Pathways database^58^ and clusterProfiler Bioconductor package^59, 60^. We compared the prevalence of gene annotations (KEGG Pathways) among differentially expressed genes (i.e. significantly up- or down-regulated in Tg^*Umod*C147W^ female mice at 2 months of age, regardless of their fold change, and not differentially expressed at 1 month of age in sex-matched mice) to their prevalence in a background defined by all the expressed genes (as defined above). Fold enrichment was defined as the ratio gene frequency/background frequency (ratio of the number of genes annotated to a given biological term in the list of DEGs over the number of DEGs)/(ratio of the number of genes annotated to that biological term in the entire background set over the total number of genes in the background set).

### Real-time qPCR analysis

Total RNA from mouse whole kidney was extracted by homogenization in TRIzol reagent. RNA sample concentrations were determined by using Nonodrop-8000 and RNA quality was assessed on agarose gel. For each sample 1 μg of extracted RNA was reverse-transcribed using iScript kit (BioRad Laboratories, Hercules, CA) according to the manufacturer’s protocol. Expression of target genes was analysed by RT-qPCR on LightCycler 480 (Roche, Basel, Switzerland) using qPCR Core kit for SYBR Assay (Eurogentec, Liège, Belgium). Specific primers were designed by using Primer 3 (a list of all primers used in this study is reported in Supplementary Table 1) and the amplification efficiency for each couple of primers was determined by dilution curves. Expression of genes of interest was normalized to *Hprt1*. The relative mRNA expression was calculated following the ΔΔCT method^61^.

### Immunohistochemistry and histology

Immunohistochemistry was performed on 5 µm-thick kidney sections using standard procedures (primary antibodies are listed below) followed by a counterstaining with hematoxylin. Routine staining (Periodic acid–Schiff, PAS; Acid Fuchsin Orange G, AFOG), were performed on kidney slices (5 µm-thick) according to standard protocols. For both immunohistochemistry and histological analysis, sections were viewed under a Zeiss Axioscope 40FL microscope (Carl Zeiss, Oberkochen, Germany), equipped with AxioCam MRc5 digital video camera. Images of kidney slices from Tg^*Umod*C147W^ and Tg^*Umod*wt^ mice were recorded using identical parameters with AxioVision software 4.3 (Carl Zeiss). Quantification of histological features was performed on stained renal sections by an observer unaware of the mouse genotype. Mesangial expansion and mesangial hypercellularity were assessed semiquantitatively (0 = absent; 1 = 1–50%; 2 = 51–100%). Interstitial inflammation and fibrosis, presence of tubular casts and tubular dilation were assessed semiquantitatively (0 = absent; 1 = 1–30%; 2 = 31–60%; 3 = 61–100%). Presence of focal/segmental glomerulosclerosis was quantitatively expressed as % of the total number of glomeruli (30 glomeruli for each sample).

### Immunofluorescence staining

Immunofluorescence was carried out using standard protocol on 7 µm-thick kidney sections. Briefly, after 1 h in blocking solution, slides were incubated over-night with specific primary antibody (see below) and then with appropriate AlexaFluor-labeled secondary antibody (Life Technologies, Thermo Fisher Scientific). All slides were viewed under a DM 5000B fluorescence upright microscope (Leica DFC480 camera, Leica DFC Twain Software, 40X/0.75 lens) (Leica Microsystems, Wetzlar, Germany) or under an UltraVIEW ERS spinning disk confocal microscope (UltraVIEW ERS-Imaging Suite Software, Zeiss 63X/1.4; PerkinElmer Life and Analytical Sciences Boston, MA). Identical acquisition parameters were ensured for the visualization of the same antibody in different kidney sections. All images were imported in Photoshop CS (Adobe Systems, Mountain View, CA) and adjusted for brightness and contrast.

### Western blot analysis

Mouse renal tissues were homogenized on ice immediately after explants in the following buffer (to detect transgenic uromodulin and Kim1): NaCl 150 mM, N-octylglucoside 60 mM, Protease-Inhibitor Cocktail 1:1,000 (Sigma-Aldrich, St. Louis, MO) and Tris-HCl 20 mM, pH 7.4 or in the following buffer (to detect Atf3 and Lcn2): Urea 8 M, NaCl 500 mM, EDTA 0.1 mM, EGTA 0.1 mM, Nonidet P40 0.1% (v/v), DTT 1 mM, Protease-Inhibitor Cocktail 1:1,000 (Sigma-Aldrich) and HEPES 10 mM, pH 7.9. Protein lysates were separated on an 8% (transgenic uromodulin and Kim1) or 12% (Atf3 and Lcn2) SDS-PAGE gel in reducing condition and transferred onto nitrocellulose membrane (GE Healthcare, Chicago, IL). Immunoblot was performed following standard protocols. Quantification of the optical band densities was performed using the gel analysis option of ImageJ software^62^. The optical density of proteins of interest was normalized to the one of β-Actin or Gapdh (loading controls) run on the same gel.

### Antibodies

The following antibodies were used for immunohistochemical, immunofluorescence and Western blot analyses: sheep polyclonal antibody against uromodulin (ab9029, Abcam, Cambridge, UK) (1:200 for IF and for IHC); rat monoclonal antibody against HA (#11 867 423 001, Roche) (1:500 for IF and 1:1,000 for WB); rabbit polyclonal antibody against calreticulin (C4606, Sigma-Aldrich) (1:500 for IF); rat antibody against mouse F4/80 (MCA497GA, Serotec, BioRad)(1:50 for IF and IHC); rabbit polyclonal antibody against Atf3 (sc-188, Santa Cruz Biotechnology, Dallas, TX) (1:50 for IF and 1:500 for WB); goat polyclonal against Lipocalin 2/NGAL (AF1857, R & D Systems, Bio-Techne, Minneapolis, MN) (1:500 for WB); rabbit polyclonal against Kim1 (TIM-1) (NBP1-76701, Novus Biologicals, Bio-Techne) (1:500 for WB); mouse monoclonal antibody against β-Actin (A2228, Sigma-Aldrich) (1:20,000 for WB); mouse monoclonal antibody against Gapdh (sc-32233, Santa Cruz Biotechnology) (1:20,000 for WB).

### Statistical analysis

Data are means ± standard deviation (s.d.) or standard error of mean (s.e.m.). Comparisons between groups were performed using two-tailed unpaired Student’s *t*-test, or two-tailed non-parametric Mann-Whitney test. Significance level was set to *P* < 0.05.

## Electronic supplementary material

Supplementary Information

How the deposited data were processed for this re-analysis (not part of the article)

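Whole-kidney RNA of 24 FVB mice was measured on Illumina MouseWG-6 v2.0 arrays, 1 array per mouse. The groups were Tg Umod*C147W and Tg Umod*wt males of 1 month, females of 1 month and females of 2 months, with 4 mice each.

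The authors extracted RNA with TRIzol, labelled cRNA, hybridised it and read the arrays in GenomeStudio, which summarised the beads of each probe to 1 signal. The deposited non-normalized table holds that probe intensity on a linear scale, with no background subtracted and no normalization between arrays. Beside each intensity the authors deposited a detection p-value, GenomeStudio's comparison of the probe with the negative controls of the array. The deposited value table holds intensities that the authors normalized between arrays by cubic spline, linear and not background-subtracted, with a median of 134 to 134.1 per array. The paper's text names limma with Benjamini-Hochberg adjustment, a fold change over 2 and detection at p under 0.01 in at least 1 sample, and these settings were kept.

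Ranks of the signals of each array were the same in the deposited tables once their 45281 probes were matched by value over the 24 arrays. Of these probes, 13666 (30.2%) carry another ID in the other table, for 11179 of them (81.8%) an ID of the same gene. For 288 probes the IDs name different genes, for 1112 only 1 of the IDs names a gene, and for 1087 neither does. A probe was therefore named only where both IDs gave the same gene, by symbols, synonyms and accessions of the mouse gene table of the assembly GRCm38.p6, used for names only. This gave names to 34043 probes of 18766 genes, and the other probes are unnamed here. Names taken from either table alone are alternatives chosen after seeing the data.

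Intensities were corrected for background with the detection p-values, given an offset of 16, quantile normalized over the 24 arrays and put on the log2 scale with neqc of limma 3.58.1 in R 4.3.3. Each comparison was fitted with limma on its 8 arrays, over the probes with a detection p under 0.01 in at least 1 of them. The interactions of genotype with age and of genotype with sex were fitted on 16 arrays each. A gene was counted as raised or lowered if any of its probes had an adjusted p under 0.05 in that direction, and a gene's value is that of its expressed probe with the highest mean. Within a gene list or a pathway of Tables 3 and 4, risen and fallen genes were counted by that probe alone. Principal components were taken over the centred log2 values of expressed probes, and their group differences were tested by exact two-sided permutation. Hierarchical clustering used average linkage and Euclidean distance on the 150 probes with the greatest variance of the group means, so that the group labels chose the probes.

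The 43 gene lists were written from general knowledge of the kidney. Some of them, such as the peroxisomal and amino acid lists, hold most genes of like pathways in Tables 3 and 4. The paper chose those genes on the same arrays, so that the tests of such lists are not independent of its pathways. Of these, 36 had at least 5 expressed members in a comparison and were tested with camera, with a preset correlation of 0.01 between genes and again with the correlation estimated from the arrays. Genes called at 2 months and not at 1 month were set against the lists with a one-sided Fisher's exact test over the expressed genes, with Benjamini-Hochberg adjustment. The gene lists of the paper's Tables 3 and 4 were counted and not tested.

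Genes are named by a rule. For each comparison it takes the 10 largest rises and the 10 largest falls among genes past the test with no overlap between the groups, every gene the paper names that has a measured probe, and for each list up to 4 members with the largest change past the test, or 2 members where none passed. For each interaction it takes the 5 largest positive and the 5 largest negative genes. The paper's Table 2 had been read before, so that values of its genes count as seen. Other genes are marked as named after their values were seen.

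The alternatives were the authors' value table, no background correction, scaling to a common median, an offset of 50, the 8 arrays of a comparison normalized alone, no filter on dim probes, detection in at least 4 of 8 arrays, a detection p under 0.05 for the count of expressed probes, one fit over all 24 arrays, a trended and robust variance prior, the mean of a gene's probes, each probe alone for the genes of Table 2, a replicate block, fgsea 1.28.0 for the gene lists, lists without the detection filter, unit variance for the principal components, and leaving out each array in turn.

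The scripts ran in Python 3.11.15 with pandas 2.3.3, scikit-learn 1.9.0 and matplotlib 3.10.9, and statmod 1.5.0 served limma. The steps were tested on simulated data with 200 changed probes, 50 at each fold. In the comparison of males (19026 probes) 74% were recovered at a fold of 1.5, 96% at 2.5 and all at 4 and 8, with 11 false calls among 196. For females of 1 month (18523 probes) the shares were 50% and 94%, with 12 false calls among 184, and for females of 2 months (18302 probes) 72% and 98%, with 7 among 192. For the interaction with age (19017 probes) they were 32% and 98%, and with sex (19374 probes) 40% and 92%. These simulations drew independent noise for each probe on normalized values, and the changed probes were brighter than the median signal. Background correction, normalization between arrays, dim probes and correlated genes were thus not tested. The match of the tables recovered 45115 of 45281 simulated probes (99.6%).

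No array and no deposited column of intensities or detection p-values was left out. The microarrays cover transcripts of whole kidney only, so that the protein, histology and RT-qPCR measurements of the paper have no values here. The number of arrays limits the precision.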

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

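The tests of arrays of the wrong sex, of normalization, of a male kidney under a female label, of the time of day and of single arrays were chosen only after the results they concern were seen.

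In Tg Umod*C147W males of 1 month, kidney transcripts moved along the difference between Tg Umod*wt females and Tg Umod*wt males, and 20 of 25 androgen-induced kidney genes fell (21 adjusted over the list alone). With the Tg Umod*wt males split so that no array served both comparisons (6 splits), 86.2 to 92.9% of the 525 to 567 genes higher in males were lower in mutant males, and 88 to 90.7% of the 582 to 659 genes higher in females were higher in them, against 53.2 to 53.6% higher among all genes. Both comparisons still subtract Tg Umod*wt males, so that whatever those mice share as a group would move both alike. The splits cannot tell this apart from an effect of genotype. All 4 mutant male arrays lacked *Xist* and carried *Kdm5d*, which argues against arrays of the wrong sex, and the correlation across 19374 probes, which are not independent replicates, was 0.62 to 0.67 and its mean no lower than 0.65 under 3 other sets of values, which argues against normalization. A delay of maturation cannot be told apart, because the correlation of the male genotype effect with the age effect of Tg Umod*wt females was -0.15 and no males of another age were measured. Androgen-induced genes fell in Tg Umod*C147W females of 1 month too, for 11 of 22, and what moved them in males stays open, since no androgen was measured.

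In 1 Tg Umod*C147W female array of 1 month (replicate 2) the brightest *Xist* probe measured 4.85, where the other 3 arrays of its group measured 11.66 to 12.1, a gap that Dixon's test singled out. *Kdm5d*, a Y-linked gene, measured 4.85 on it, within the 4.78 to 5.15 of the other 15 female arrays and below the 6.45 to 7.5 of the 8 male arrays, which argues against a male kidney under a female label. The mean of 10 probes of genes that escape X inactivation was 8.5, below the 8.72 to 9.1 of the other females and within the 8.23 to 8.51 of the males, with 5 of the probes below every other female and 2, both of *Ddx3x* (8.22 and 9.62), above every male. The mean is consistent with a kidney that has a single X chromosome, and the *Ddx3x* probes go against it. No biological explanation from the design was tested.

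Clock genes moved in opposite directions in Tg Umod*C147W males and females of 1 month: *Arntl*, the activator of the clock, rose by 2.00 in males and fell by 1.57 in females on the log2 scale, and 7 of 13 clock genes rose in females (10 adjusted over the list alone). Over 13 clock genes the effects had a correlation of -0.88, and 11 were opposite in sign. The difference in *Arntl* was called in 16 of 16 fits that each left out 1 array, which argues against a single array as its source. Kidneys taken at other times of day in each group cannot be told apart from an effect of genotype that depends on sex, because each group would carry its own time, and the paper's text and the labels name none.

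Samples far from their group were sought with Dixon's test in 48 groups of 4 arrays, of which 4 passed, where chance gives about 1 in 20. Besides the array lacking *Xist*, mutant male replicate 3 of 1 month had a score of -17.75 on the second principal component (others of its group -12.85 to -12.19) and of -30.21 on the fourth (others -4.06 to -1.29). Mutant female replicate 2 of 2 months measured 12.72 for *Xist* (others 12.34 to 12.37).

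The effect of genotype differed between females of 2 months and of 1 month (limma, interaction term, adjusted p under 0.05) for 95 genes with a positive and 70 with a negative difference. The largest positive differences on the log2 scale were 4.97 in *Sec14l3* (adjusted p = 0.00293; effects of -5.15 at 1 month and -0.19 at 2 months, limma), 4.73 in *Ly6f*, 3.94 in *Scgb1c1*, 3.8 in *Ces1f* and 3.39 in *Cyp2a4*. The largest negative ones were -2.38 in *Alas2* (adjusted p = 0.0289, limma), -2.07 in *Serpina10* (adjusted p = 0.0461), -1.95 in *Rad51ap2*, -1.94 in *Cyp27b1* and -1.93 in *Serpina6* (effects of 3.87 and 1.94). *Rad51ap2* had no expressed probe in females of 2 months, so that its effect of 1.77 at 1 month is set against background. Leaving out 1 array, *Serpina10* kept its call in 3 of 16 fits, those without control replicate 2 of 2 months and without control or mutant replicate 4 of 1 month (limma, adjusted p of 0.00147 to 0.0949 over the 16 fits). *Cyp27b1* lost its call in 8 of 16 fits, without control replicates 1, 3 or 4 of 1 month (0.0685, 0.0569 and 0.0634), control replicates 2 or 3 of 2 months (0.0547 and 0.0577) or mutant replicates 1, 3 or 4 of 2 months (0.0559, 0.0632 and 0.058). *Alas2* kept its call in 7 of 16 fits, without mutant replicate 4 of 1 month, 3 or 4 of 2 months, control replicates 1 or 2 of 1 month or 2 or 4 of 2 months, with adjusted p of 0.00554 to 0.071 over the 16 fits. With no filter on dim probes the calls of *Ces1f*, *Rad51ap2*, *Alas2*, *Serpina10* and *Cyp27b1* were lost (limma, adjusted p = 0.0618, 0.0506, 0.0837, 0.113 and 0.0904), as were those of *Ces1f*, *Alas2* and *Serpina10* with a trended and robust prior (0.0521, 0.0669 and 0.0883) and of *Alas2* and *Serpina10* with a replicate block (0.0515 and 0.0829). The count of positive genes fell to 46, 53 and 61 without control replicates 1 and 4 of 1 month and 4 of 2 months, to 52 and 50 without control replicates 2 and 3 of 2 months, and to 61, 59 and 56 without mutant replicates 1, 2 and 3 of 1 month, and was 227 without mutant replicate 4 of 1 month. That of negative genes was 25, 39 and 31 without control replicates 1, 3 and 4 of 1 month, 38, 26 and 42 without control replicates 2, 3 and 4 of 2 months, 34 and 34 without mutant replicates 3 and 4 of 2 months, 32 and 45 without mutant replicates 2 and 3 of 1 month, and 132 without mutant replicate 4 of 1 month. For the 249 probes behind these genes, 2 of 100 splits of the arrays by age within genotype were as large, the real one included. The highest other split gave 3396 probes, several times the real count. It kept 8 of 8 control and 0 of 8 mutant arrays at their age, so that it measures age itself, the structure of these samples. Such splits break up the effect of age along with the interaction. They therefore cannot decide whether chance gives as many interaction probes.

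Gene lists differed between the ages in 11 of 36 tests (camera), and in 0 with an estimated correlation (smallest adjusted p = 0.348). Those with a higher signed effect at 2 months were androgen-induced genes (camera, adjusted p = 1.67e-05), amino acid metabolism (0.00062), pan-leukocyte genes (0.00318), the proximal tubule (0.0131), ATF4 and PERK targets (0.0214), peroxisomes (0.0464) and oxidative phosphorylation (0.049). For androgen-induced, amino acid, proximal tubule and peroxisomal genes this was a smaller fall. Their median log2 fold changes were -0.63, -0.31, -0.32 and -0.25 at 1 month and -0.08, -0.23, -0.11 and -0.15 at 2 months. Those with a lower signed effect at 2 months were erythroid genes (camera, adjusted p = 1.37e-05), the cell cycle (8.6e-05), the clock (0.00283) and TGF-beta and myofibroblast genes (0.0464). For the last of these lists and the cell cycle this was a smaller rise.

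Between the sexes at 1 month, the effect differed (limma, interaction term) for 479 genes with a positive difference, female minus male, and 516 with a negative one. The largest positive differences were 6.08 in *Cyp2j13* (limma, adjusted p = 5.41e-10), 5.19 in *Acsm3*, 4.62 in *Cyp4a12a*, 4.59 in *Gstp3* and 4.1 in *Cyp7b1*. *Cyp2j13* and *Gstp3* had no expressed probe in females of 1 month. A fall there could not be seen, so that the size and rank of their differences rest on background. The largest negative differences were -4.69 in *Ly6f*, -4.34 in *Ugt1a2*, -4.26 in *Ugt1a5*, -3.57 in *Arntl* (limma, adjusted p = 0.000312) and -3.31 in *Hdc* (adjusted p = 0.00747). *Ly6f* had no expressed probe in males of 1 month, so that its fall in females is set against background in males. For the 1424 probes behind these genes, 4 of 100 splits by sex within genotype were as large, the real one included. The highest other split, with 3047 probes, kept 8 of 8 control and 0 of 8 mutant arrays in their sex. It so measures sex itself, the structure of these samples. The other splits as large, with 2222 and 1429 probes, also kept 8 of 8 control arrays. These splits break up the effect of sex along with the interaction, and cannot decide whether chance gives as many interaction probes.

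Gene lists differed between the sexes in 9 of 36 tests (camera), and in 0 with an estimated correlation (smallest adjusted p = 0.0862). The signed effect was higher in females for the cell cycle (camera, adjusted p = 6.58e-16), androgen-induced genes (1.11e-11) and the clock (0.000505). For androgen-induced genes this was a smaller fall, with median log2 fold changes of -1.29 in males and -0.63 in females. The signed effect was lower in females for immediate early and heat shock genes (0.00213), the thick ascending limb (0.0248), the endothelium (0.0317), ribosomal proteins (0.0335), the distal convoluted tubule (0.0369) and female-enriched kidney genes (0.0369).

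Outside the genes the paper discusses, 16 of 21 immediate early and heat shock genes rose in males of 1 month (16 adjusted over the list alone), and 5 of 6 erythroid genes fell in females of 2 months (5 adjusted over the list alone).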

How the results depend on the processing

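The tests with gene names of either table alone were chosen after seeing the data. No result named here changed its direction under the alternatives run while passing its test in both.

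Counts at a fold over 2 moved with the values used. Males of 1 month had 220 genes up and 234 down, and 82 and 152 with the authors' value table, 67 and 138 with no background correction and 135 up with an offset of 50. Females of 1 month had 155 and 121, and 60 and 77, 57 and 73, and 100 up under the same settings. Females of 2 months had 93 and 30, and 29 and 13, 26 and 12, and 56 up. An offset compresses the changes of dim probes by its construction, and for the other settings the cause was not tested. Scaling to a common median gave 1279 lowered genes of any fold in males, where the main count was 1925, and 93 genes raised at 2 months and not at 1 month in females, where it was 169 (the cause was not tested). With no filter on dim probes 42 positive and 26 negative genes differed between the ages, where 95 and 70 did with it, and more probes were tested. The trended and robust prior kept all 24 counts within 1.5 times. One fit over all arrays, detection in at least 4 of 8 arrays and names of either table alone did so for the 20 counts they were run for, and the mean of a gene's probes and normalization of 8 arrays alone for 14, with no interactions among them.

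With an estimated correlation the gene lists called higher were 1 in males, where 12 were called with the preset one, 0 in females of 1 month (11) and 8 in females of 2 months (14). The lists called lower were 0 in females of 1 month (7) and 3 in females of 2 months (6). Of the 57 calls among 108 tests of lists, 18 were kept with it, 49 with fgsea (1 gained), 50 with scaling (7 gained), 56 without the detection filter (7 gained) and at least 55 under each other setting. Of the 387 calls among 439 named genes, 341 were kept with no filter on dim probes, 363 with a replicate block (2 gained), 365 with scaling (1 gained), 375 in one fit (5 gained), 380 with a trended and robust prior (9 gained) and 385 with the authors' values (8 gained).

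The replicate numbers shared by the groups did not pair the arrays, since correlations of same-numbered arrays ran from -0.13 to 0.27 and not every array correlated best with its own number. With a replicate block all 24 counts stayed within 1.5 times, such as 855 raised and 726 lowered genes of any fold in females of 1 month, and of the gene lists all 57 calls were kept and 2 gained. A block by BeadChip was not run, because the columns do not name the chip.

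Leaving out each array in turn, genes of any fold ranged from 2018 to 2484 up and 1543 to 1935 down in males, 771 to 1074 and 606 to 991 in females of 1 month, and 361 to 586 and 209 to 464 in females of 2 months. Females of 1 month had 610 lowered genes without control replicate 1 and 606 without mutant replicate 2. At a fold over 2 the ranges were 207 to 248 and 233 to 246, 121 to 180 and 101 to 162, and 83 to 108 and 26 to 36. Genes called at 2 months and not at 1 month ranged from 82 to 240 up and 88 to 253 down. The interaction with age ranged from 46 to 227 positive and 25 to 132 negative genes, and that with sex from 342 to 525 and 352 to 590. Lists called higher and lower ranged from 11 to 12 and 7 to 8 in males, 9 to 12 and 7 to 8 in females of 1 month, and 12 to 14 and 6 to 7 in females of 2 months. Over all such fits 440 of 456 calls of gene lists were kept and 11 gained, and 2744 of 3090 calls of named genes were kept and 10 gained.

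Signal over background limits *Atf3*, which no control array detected, *Lcn2*, which 1 of 4 control arrays detected in males and in females of 2 months, and *Havcr1* in males, where no control array detected it.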

Differences from the paper's values

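The paper reports 92 genes up in males of 1 month, and 220 were found here at its thresholds. Among the alternatives set before the data were examined, the authors' value table (82), no background correction (67) and an offset of 50 (135) came within 1.5 times of the paper's count. Scaling to a common median (307), the 8 arrays normalized alone (218), no filter on dim probes (216), detection in at least 4 of 8 arrays (195), one fit over all 24 arrays (220), a trended and robust prior (213), the mean of a gene's probes (192) and a replicate block (220) did not.

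The paper reports 68 genes up in females of 1 month, and 155 were found here. The authors' value table (60), no background correction (57) and an offset of 50 (100) came within 1.5 times. The alternatives that did not were scaling to a common median (173), the 8 arrays normalized alone (149), no filter on dim probes (148), detection in at least 4 of 8 arrays (134), one fit (157), a trended and robust prior (154), the mean of a gene's probes (141) and a replicate block (155).

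The paper reports 41 genes up and 15 down in females of 2 months, and 93 and 30 were found here. For the rises, the authors' value table (29) and an offset of 50 (56) came within 1.5 times, and no background correction (26), scaling to a common median (94), the 8 arrays normalized alone (96), no filter on dim probes (91), detection in at least 4 of 8 arrays (83), one fit (94), a trended and robust prior (93), the mean of a gene's probes (88) and a replicate block (93) did not. For the falls, the authors' value table (13) and no background correction (12) came within 1.5 times, and scaling to a common median (35), an offset of 50 (23), the 8 arrays normalized alone (30), no filter on dim probes (29), detection in at least 4 of 8 arrays (27), one fit (31), a trended and robust prior (29), the mean of a gene's probes (24) and a replicate block (29) did not.

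The paper gives 17200 genes for its principal components, and here they were taken over 19643 expressed probes, among them those of 10378 named genes. No alternative was set for this number.

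The paper lists 10 genes with opposite directions at 1 and 2 months in females. Of these, *Eva1c*, which it lists as *4931408A02Rik*, was called in opposite directions here by its brightest probe and *Gpx4* by a dimmer probe. *Adnp* passed at neither age (limma, adjusted p = 0.272 and 0.691), and no other gene of the 10 was called in opposite directions here.

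The paper finds the NF-kB pathway raised in females, and the fixed list of such targets was called in males too (camera, adjusted p = 0.000976). It finds the unfolded protein response, with ATF4 and PERK, in males only, and the fixed list of that response was not called in males (camera, adjusted p = 0.32), females of 1 month (0.399) or females of 2 months (0.664). The list of ATF4 and PERK targets was called in females of 2 months (camera, adjusted p = 0.000408, and adjusted p = 0.103 with an estimated correlation) and, without the detection filter, in males (0.0177).

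In its Table 2 the paper has *Slc13a3* lowered in all 3 comparisons. Here the brightest probe passed in none (limma, adjusted p = 0.0826, 0.155 and 0.25). The gene was called with the mean of its probes (adjusted p = 0.000821, 0.00421 and 0.00552) and by each of its other 2 probes. In males it was also called with the authors' value table (0.0465), no background correction (0.0433), scaling to a common median (0.045) and a trended and robust prior (0.0333), and without 1 mutant array in males (0.0126) and in females of 1 month (0.0314).

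The paper reports a rise of *Tgfb1* at 1 month by RT-qPCR, and on the arrays it was called in males only (limma, adjusted p = 0.0201), and no alternative called it in females of 1 month (0.409) or 2 months (0.623).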

Other observations

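The tests of splits of the arrays for probes at a fold over 2 were chosen only after the counts were seen, as was the look at signals whose deposited tables disagree on the gene.

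Androgen-induced genes of the kidney, which male proximal tubules express, were lower in Tg Umod*C147W mice of 1 month. *Cyp2d9*, a cytochrome P450 that androgens induce, had log2 fold changes of -5.07 in males and -4.29 in females of 1 month and of -1.42 in females of 2 months (limma, adjusted p = 1.12e-06, 4.07e-05 and 0.00693). In males 20 genes of the list fell and 1 rose (camera, adjusted p = 1.13e-13, and adjusted p = 0.0393 with an estimated correlation). Among females of 1 month 11 of 22 fell and 1 rose (13 and 2 adjusted over the list alone; camera, adjusted p = 3.56e-05, and adjusted p = 0.217 with an estimated correlation), and 8 fell without the array lacking *Xist*. At 2 months 4 of 21 fell (5 fallen and 2 risen adjusted over the list alone; camera, adjusted p = 0.178). The fixed list of female-enriched kidney genes went both ways in males, with 9 of 14 risen and 4 fallen (9 and 4 adjusted over the list alone, and adjusted p = 0.148 with camera). Of the genes measured as higher in Tg Umod*wt females of these arrays, 88 to 90.7% were higher in mutant males over the splits above. The mixed result is thus that of the list. Among its genes *Abcc3*, an exporter of organic anions, rose by 3.46, and *Slc22a7*, an organic anion transporter, fell by 2.39. In females 3 and 1 of 14 rose and 4 and 1 fell at 1 and 2 months (3 and 1, and 4 and 1 adjusted over the list alone; camera, adjusted p = 0.813 and 0.991), with 2 risen at 1 month without the array lacking *Xist*. The median of this list in females has another sign than its test at both ages.

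Marker genes of the proximal tubule fell for 8 of 20 genes in males (8 adjusted over the list alone; camera, adjusted p = 0.000271, and adjusted p = 0.0393 with an estimated correlation), 6 of 19 in females of 1 month (9 adjusted over the list alone; 3 without the array lacking *Xist*; camera, adjusted p = 4.9e-05, and adjusted p = 0.217 with an estimated correlation) and 1 of 19 at 2 months (1 adjusted over the list alone; camera, adjusted p = 0.0675). The last test passed without mutant replicates 1 or 2 or control replicate 2 (camera, adjusted p = 0.0426, 0.0155 and 0.0282, in a range of 0.0127 to 0.401). *Slc7a13*, an aspartate and glutamate transporter of male proximal tubules, fell by 2.07 in males, and *Slc22a6*, an organic anion transporter, fell by 1.02. Genes of urate and ion transport fell for 10 of 20 in males, 8 of 20 in females of 1 month, where 1 rose, and 4 of 20 at 2 months (10, 13 and 9 fallen adjusted over the list alone, with 2 risen at 1 month; 4 at 1 month without the array lacking *Xist*). Their tests gave adjusted p = 0.000214, 5.04e-05 and 9.83e-05 (camera), and 0.0393, 0.217 and 0.039 with an estimated correlation. *Slc22a12*, the urate carrier URAT1, had log2 fold changes of -0.68 in males and -1.06 in females of 1 month, and *Slc17a3*, another urate transporter, fell by 1.54 in males. Genes of xenobiotic and retinol metabolism fell for 16 of 35 and rose for 7 in males (17 and 8 adjusted over the list alone), and fell for 9 and 5 and rose for 3 and 1 of 33 in females of 1 and 2 months (16 and 14 fallen and 4 and 3 risen adjusted over the list alone; 7 at 1 month without the array lacking *Xist*). Their tests gave adjusted p = 0.000699, 0.000179 and 0.000945 (camera), and 0.0393, 0.137 and 0.0977 with an estimated correlation. *Aldh1a2*, which forms retinoic acid, rose by 1.06 in females of 2 months.

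Cell cycle genes rose in Tg Umod*C147W females and not as a group in males. Of 35 expressed genes 22 rose in females of 1 month (32 adjusted over the list alone; camera, adjusted p = 2.96e-14, and adjusted p = 0.217 with an estimated correlation), and 15 without the array lacking *Xist*, and at 2 months 15 of 30 (18 adjusted over the list alone; camera, adjusted p = 2.28e-11, and adjusted p = 0.039 with an estimated correlation). In males 4 of 37 rose and 3 fell (3 and 2 adjusted over the list alone; camera, adjusted p = 0.91), and the difference between the sexes passed its own test at the preset correlation and not with an estimated one (camera, adjusted p = 0.199). *Mcm6*, a helicase of DNA replication, rose by 1.56 and 0.96 in females, and *E2f1*, a factor of S phase entry, by 1.25 at 1 month. Pan-leukocyte and antigen presentation genes rose for 5 of 8 at 2 months (6 adjusted over the list alone; camera, adjusted p = 2.2e-05, and adjusted p = 0.139 with an estimated correlation), where *Coro1a*, an actin-binding protein of leukocytes, rose by 0.82. At 1 month 1 of 7 rose in males (camera, adjusted p = 0.352) and 2 of 8 in females (3 adjusted over the list alone; 1 without the array lacking *Xist*; camera, adjusted p = 0.328). Interferon response genes went both ways, with 2 of 18 risen and 2 fallen in males, 2 and 2 of 16 in females of 1 month (1 and 1 without the array lacking *Xist*) and 2 of 17 fallen at 2 months (camera, adjusted p = 0.909, 0.813 and 0.311). Adjusted over the list alone, the counts were 2 and 2, 2 and 3, and 2 fallen. *Cxcl9*, a chemokine that interferon induces, fell by 1.21 at 2 months. Of 4 neutrophil genes 2 rose in males, among them lactoferrin, *Ltf* (0.63), 1 of 4 in females of 1 month and 2 of 3 at 2 months (2, 2 and 3 adjusted over the list alone). Of the expressed T cell genes, *Thy1* rose in each comparison and *Cd8b1* fell by 0.42 in males.

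Immediate early genes, which the first stimulus of a cell induces, rose in males (camera, adjusted p = 1.42e-05, and adjusted p = 0.0645 with an estimated correlation), with *Fos* at 1.24 and *Egr1* at 1.23. Of 21 such genes 5 rose and 3 fell in females of 1 month (7 and 3 adjusted over the list alone; 4 and 2 without the array lacking *Xist*; camera, adjusted p = 0.351), and at 2 months 4 rose and 2 fell (6 and 3 adjusted over the list alone; camera, adjusted p = 0.0323, and adjusted p = 0.401 with an estimated correlation). *Egr2*, a transcription factor of this group, rose by 1.72 and 1.78 in females, while *Hspa1a*, the inducible chaperone Hsp70, fell by 1.14 at 2 months by its brightest probe (-0.91 and -0.67 by dimmer ones, limma, adjusted p = 0.0912 and 0.0583). The call at 2 months was lost without mutant replicate 3 or 4 (camera, adjusted p = 0.142 and 0.0618) or control replicate 1 or 4 (0.0727 and 0.103), in a range from 0.0108. Ribosomal protein genes rose for 19 of 38 in males (23 adjusted over the list alone; camera, adjusted p = 3.31e-05, and adjusted p = 0.183 with an estimated correlation), with *Rps16* at 0.53. None of them was called by limma in females of 1 month, with 4 risen at an unadjusted p under 0.05 (camera, adjusted p = 0.026, and adjusted p = 0.603 with an estimated correlation), and at 2 months 1 fell, *Rps15a*, while their median rose (0.15; camera, adjusted p = 0.00519, and adjusted p = 0.433 with an estimated correlation). Their tests were not passed with scaling to a common median (camera, adjusted p = 0.943 and 0.462 in females of 1 and 2 months), without control replicate 4 at 1 month (0.211) or 2 months (0.0675) or without the array lacking *Xist* (0.0988), in ranges from 0.00261 and 9.62e-05. Genes of cholesterol and fatty acid synthesis rose for 12 and fell for 5 of 27 in males (13 and 7 adjusted over the list alone; camera, adjusted p = 0.395), 8 and 5 of 28 in females of 1 month (10 and 5 adjusted over the list alone; 5 and 2 without the array lacking *Xist*; camera, adjusted p = 0.0872), and rose for 4 of 27 at 2 months (5 and 1 fallen adjusted over the list alone; camera, adjusted p = 0.0412, and adjusted p = 0.218 with an estimated correlation). *Msmo1*, a sterol oxidase, rose by 1.05, 1.36 and 0.72, and *Aacs*, which activates acetoacetate, had -2.57 and -1.44 in males and females of 1 month. The call at 2 months was lost without control replicate 1 or 2 (camera, adjusted p = 0.071 and 0.108) or mutant replicate 1, 3 or 4 (0.0903, 0.0642 and 0.0508), in a range of 0.0136 to 0.218, and at 1 month the list passed without control replicate 1 (0.0472) or mutant replicate 4 (0.0482), in a range of 0.0139 to 0.546.

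Genes of the thick ascending limb, the segment that makes uromodulin, rose for 9 and fell for 1 of 14 in males (9 and 1 adjusted over the list alone; camera, adjusted p = 0.00178, and adjusted p = 0.189 with an estimated correlation). *Cldn16*, a claudin of magnesium reabsorption, rose by 0.86 in males and 0.74 in females of 1 month. In females 4 rose at 1 month (6 adjusted over the list alone; 1 without the array lacking *Xist*; camera, adjusted p = 0.18) and 2 at 2 months (3 adjusted over the list alone; camera, adjusted p = 0.0235, and adjusted p = 0.0977 with an estimated correlation), a call lost without mutant replicate 2 (camera, adjusted p = 0.0622, in a range of 0.00801 to 0.137). Genes of the distal convoluted tubule rose for 6 of 9 in males (7 adjusted over the list alone; camera, adjusted p = 0.0167, and adjusted p = 0.115 with an estimated correlation), and for 3 and 2 in females of 1 and 2 months, with 2 fallen at 1 month (3 and 2 risen and 2 fallen adjusted over the list alone; 1 risen and 2 fallen at 1 month without the array lacking *Xist*; camera, adjusted p = 0.812 and 0.557), with *Slc8a1*, a sodium-calcium exchanger, at 0.82 in males by its brightest probe and 0.03 by a dimmer one (limma, adjusted p = 0.902). Endothelial genes rose for 10 of 12 in males (11 adjusted over the list alone; camera, adjusted p = 0.000271, and adjusted p = 0.115 with an estimated correlation), among them *Ehd3* of glomerular endothelium (0.57). None was called by limma in females of 1 month, with 5 risen at an unadjusted p under 0.05 (camera, adjusted p = 0.026, and adjusted p = 0.405 with an estimated correlation), and the list's call was lost without control replicate 4 (camera, adjusted p = 0.0544) or mutant replicate 4 (0.105), in a range from 0.0104. At 2 months 1 rose (2 adjusted over the list alone; camera, adjusted p = 0.115). Principal cell genes of the collecting duct rose for 4 of 11 in males, 2 in females of 1 month and 1 at 2 months, with 1 and 1 fallen in females (4, 5 and 2 risen adjusted over the list alone; 2 at 1 month without the array lacking *Xist*; camera, adjusted p = 0.263, 0.14 and 0.129). *Aqp2*, the vasopressin-regulated water channel, rose by 0.64 in males and 0.81 in females of 1 month. Intercalated cell genes rose for 3 of 9 in males and fell for 2 of 8 in females of 2 months (2 and 2 adjusted over the list alone), while at 1 month limma called none, with 1 risen at an unadjusted p under 0.05 (camera, adjusted p = 0.111, 0.133 and 0.862). Podocyte genes rose for 2 of 7 in males and rose and fell for 1 each in females of either age (camera, adjusted p = 0.969, 0.862 and 0.693). Adjusted over the list alone, 2 podocyte genes rose and 2 fell in males, 1 and 1 in females of 1 month and 1 and 2 at 2 months. *Nphs1*, which encodes nephrin of the slit diaphragm, fell by 0.59 in females of 1 month.

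Genes of the developing kidney did not pass their test as a list, while single members rose, with *Igf2* at 1.94 in males and 1.57 in females of 1 month, *Dlk1*, a Notch ligand of fetal tissue, at 1.75 and 0.84, and *Wnt4*, which induces nephrons, at 1.19 in females of 2 months. Of 10 members 5 rose and 1 fell in males, 4 and 1 in females of 1 month (4 and 0 without the array lacking *Xist*), and 4 rose at 2 months (6 and 1, 4 and 2, and 4 and 1 adjusted over the list alone), and its test gave adjusted p = 0.148, 0.137 and 0.0949 (camera). At 2 months it passed without control replicate 4 (camera, adjusted p = 0.0431, in a range of 0.0238 to 0.218). NRF2 targets of oxidative stress went both ways in males, where 9 of 24 rose and 5 fell (10 and 7 adjusted over the list alone), and few moved in females of 1 month (1 up, 2 down) or 2 months (1 up), the same adjusted over the list alone (camera, adjusted p = 0.43, 0.275 and 0.497). *Cbr1*, a carbonyl reductase, rose by 2.48 in males. Genes of glucose metabolism rose for 5 and fell for 6 of 19 in males, and fell for 6 and 2 in females (6, 7 and 2 fallen adjusted over the list alone; 2 at 1 month without the array lacking *Xist*; camera, adjusted p = 0.148, 0.0872 and 0.311), with *Ldhd*, a lactate dehydrogenase, at -2.42 in males. Adipose genes rose for 2 and fell for 1 of 8 in males and fell for 1 in females of 1 month, the same adjusted over the list alone (camera, adjusted p = 0.484 and 0.12, and 0.00654 in those females without the array lacking *Xist*, in a range up to 0.584). At 2 months limma called none of them, even at an unadjusted p under 0.05 (camera, adjusted p = 0.497). Erythroid genes rose for 2 of 6 in males (2 adjusted over the list alone; camera, adjusted p = 0.395), did not pass limma's test or an unadjusted p under 0.05 in females of 1 month (camera, adjusted p = 0.537) and fell in those of 2 months (camera, adjusted p = 2.68e-05, and adjusted p = 0.111 with an estimated correlation). *Hbb-bt* kept its fall in 6 of 8 fits leaving out 1 array. Clock genes fell for 4 and rose for 1 of 13 in males (5 and 1 adjusted over the list alone; camera, adjusted p = 0.0731, passed without mutant replicates 3 or 4 at 0.0464 and 0.0309, in a range of 0.0245 to 0.347). Beside the rises, 3 fell in females of 1 month (camera, adjusted p = 0.00945, and adjusted p = 0.288 with an estimated correlation), and at 2 months 2 of 12 fell (2 adjusted over the list alone; camera, adjusted p = 0.52). *Dbp*, an output gene of the clock, fell by 1.45 in males and rose by 1.84 in females of 1 month. Oxidative phosphorylation in females of 2 months gave camera's adjusted p = 0.569. Of 3 renin and juxtaglomerular genes, *Ace*, which forms angiotensin II, rose by 0.71 in females of 1 month, and had -0.24 in males and 0.50 in females of 2 months (limma, adjusted p = 0.0548 and 0.0785). The adrenal gene *Cyp11b1* had 0.49 in males and 0.52 in females of 1 month (limma, adjusted p = 0.343 and 0.252). The Y-linked *Uty* fell by 0.38 in males, a call kept in 3 of 8 fits leaving out 1 array, and *Xist* had log2 fold changes of -1.92 and 0.13 in females of 1 and 2 months (limma, adjusted p = 0.376 and 0.569), and of 0.4 at 2 months by a dimmer probe (adjusted p = 0.0488).

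Some signals carry another gene's name in each of the deposited tables and were singled out after their values were seen. A pair of signals named *Cyp4b1* in 1 table and *Cyp4b1-ps2* in the other fell in males (log2 fold changes -5.14 and -5.39) and in females of 1 month (-1.83 and -1.84), and had -0.64 and -0.54 in females of 2 months (limma, adjusted p = 0.196 and 0.268). The signals that 1 of the tables names *Ccl19*, a chemokine of lymphoid tissue, rose by 0.92 and 0.97 in males and had 0.42 and 0.59 in females of 1 month (limma, adjusted p = 0.182 and 0.0858). A signal named *Smoc1* or *Sparc* rose by 0.4, 0.62 and 0.77 in the 3 comparisons.

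For probes at a fold over 2, chance can be excluded in each comparison: the real groups gave 665 probes in males, 394 in females of 1 month and 193 in females of 2 months, and the highest of the other splits of the 8 arrays gave 0, 1 and 0 (1 of 35 splits as large in each, the real one). For the 377 genes called at 2 months and not at 1 month the highest other split gave 0 (1 of 35 as large). Only the arrays of 2 months were split. Chance can therefore be excluded for the effect at 2 months, and not for a difference between the ages. For the number of gene lists called by camera chance cannot be excluded, with 19, 18 and 20 lists in the real groups and 21 in the highest other split of each comparison (7, 7 and 4 of 35 splits as large).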
